# Chlorogenic acid effectively treats cancers through induction of cancer cell differentiation

**DOI:** 10.7150/thno.34674

**Published:** 2019-09-19

**Authors:** Shuai Huang, Lu-Lu Wang, Ni-Na Xue, Cong Li, Hui-Hui Guo, Tian-Kun Ren, Yun Zhan, Wen-Bing Li, Jie Zhang, Xiao-Guang Chen, Yan-Xing Han, Jin-Lan Zhang, Jian-Dong Jiang

**Keywords:** chlorogenic acid, cancer differentiation, SUMO1, c-Myc, p21

## Abstract

Rationale: Inducing cancer differentiation is a promising approach to treat cancer. Here, we identified chlorogenic acid (CA), a potential differentiation inducer, for cancer therapy, and elucidated the molecular mechanisms underlying its differentiation-inducing effects on cancer cells.

Methods: Cancer cell differentiation was investigated by measuring malignant behavior, including growth rate, invasion/migration, morphological change, maturation, and ATP production. Gene expression was analyzed by microarray analysis, qRT-PCR, and protein measurement, and molecular biology techniques were employed for mechanistic studies. LC/MS analysis was the method of choice for chemical detection. Finally, the anticancer effect of CA was evaluated both *in vitro* and *in vivo.*

Results: Cancer cells treated with CA showed reduced proliferation rate, migration/invasion ability, and mitochondrial ATP production. Treating cancer cells with CA resulted in elevated SUMO1 expression through acting on its 3'UTR and stabilizing the mRNA. The increased SUMO1 caused c-Myc sumoylation, miR-17 family downregulation, and p21 upregulation leading to G_0_/G_1_ arrest and maturation phenotype. CA altered the expression of differentiation-related genes in cancer cells but not in normal cells. It inhibited hepatoma and lung cancer growth in tumor-bearing mice and prevented new tumor development in naïve mice. In glioma cells, CA increased expression of specific differentiation biomarkers Tuj1 and GFAP inducing differentiation and reducing sphere formation. The therapeutic efficacy of CA in glioma cells was comparable to that of temozolomide. CA was detectable both in the blood and brain when administered intraperitoneally in animals. Most importantly, CA was safe even at very high doses.

Conclusion: CA might be a safe and effective differentiation-inducer for cancer therapy. “Educating” cancer cells to differentiate, rather than killing them, could be a novel therapeutic strategy for cancer.

## Introduction

Cell differentiation is a programmed maturation of the immature stage which alters cell structure and function. The switch toward differentiation requires coordinated regulation of the expression of a group of genes at the post-transcriptional level involving epigenetic and/or miRNA-mediated mechanisms 1, 2. As the main characteristic features of cancer cells are sustained proliferation and vigorous migration, induction of cancer cell differentiation and correction of malignant behavior might constitute one of the ideal approaches for cancer treatment. Differentiated cancer cells have low proliferation rate, reduced mobility, restricted ATP production and normalized cell morphology as compared to the undifferentiated ones 3-5. However, studies of differentiation inducers, such as those of dimethyl sulfoxide (DMSO), arabinosylcytosine and actinomycin D, are stymied partially by their side effects 6. Successful drugs in this field include arsenic trioxide (As_2_O_3_, ATO) and all-trans retinoic acid (ATRA). ATO induced cell differentiation in acute promyelocytic leukemia (APL) by, at least in part, attacking the PML moiety of the PML-RARα fusion products 7, whereas ATRA-stimulated APL cell differentiation through interacting with the nuclear receptor RAR 8, 9. Both drugs showed remarkable results in treating APL patients when used alone. In combination, the two could cure APL in many patients shedding new light on anticancer therapy 10-12. Clinically, ATO and ATRA are effective mainly for specific types of leukemia and their side effects are related to heart, liver, and kidney 13. Discovery of safe differentiating agents for solid cancers is highly desirable for the successful implementation of this approach in cancer treatment.

Although plants replace their foliage each year, placing an immensely heavy load on plant cell biosynthesis, it has been shown to be non-tumorigenic and plants very rarely develop cancer 14. The rigid physical constraint by plant cell wall might be a contributing factor 14; however, plants might possess innate mechanisms to control the meristematic tissue, such that they maintain the standard cycle of division-to-differentiation without erroneously progressing to malignancy. A challenging task in developmental biology is to learn the detailed regulatory mechanism of meristem maintenance and the transition to a differentiated cell. The process could include recruitment of cells within the meristem, cell division into primordium, post-primordial division, and differentiation into the mature plant organs, such as the leaf, flower, etc. 15. Induction of differentiation in plants is associated with the plant's regulatory peptides and metabolites, which bring inter-meristematic communication and cell to cell interaction 16, 17. For example, the phytohormone auxin influx causes the root protophloem differentiation response 18, 19; plants also synthesize plenty of ascorbate as a cofactor with Fe^2+^/α-KG-dependent dioxygenases in the chloroplast of the meristem to control cell differentiation through epigenetic mechanisms 20. Besides, reactive oxygen species (ROS) signaling cascades might be involved in plant cell differentiation 21. Considering that plants have no immune system 22 with which cancer could be eliminated, an effective and well-established differentiation mechanism must be in place to correct malignant growth.

Several botanic compounds have been found to actively induce differentiation in mammalian cells, such as retinoic acid, matrine, shikonin, and cotylenin A, among others 8, 23-25. Chlorogenic acid (CA) is a botanic compound (mw 354.31, Figure 1A) isolated from plants such as *Eucommia almoides oliver* or *Lonicera confuse* 26. Chemically, it belongs to the phenylpropanoids with polyhydroxyphenol groups and has been reported to be non-toxic in animals and safe in humans 27. The compound seems to be active against oxidation and inflammation 28, 29, and has some regulatory activity on the immune system 30. Recently, CA has been identified to be a potential drug for cancer and was approved by the China Food and Drug Administration (CFDA) first for phase I (NCT02728349, Apr. 2016) and then phase II (NCT03758014, Nov. 2018) clinical trials in glioma patients. Although the anticancer molecular mechanism of CA is far from clear, its unique effects against cancer provoked our interest to include CA in our investigation of potential botanic differentiation inducers. We found that CA treatment altered tumor cell behavior and programmed cancer cell differentiation both* in vitro* and *in vivo*. Human solid tumor cell lines from hepatoma, lung cancer, glioma, and colon cancer exhibited a similar response to CA. Here, we present data suggesting that CA is a novel and safe differentiation inducer for the treatment of solid tumors.

## Methods

### Chemicals

Chlorogenic acid (CA, Figure 1A) with a purity of more than 99% was acquired by the Jiuzhang Biochemical Engineering Science and Technology Development Co., Ltd. (Chengdu, Sichuan, China). For the *in vitro* experiments, CA was dissolved in dimethyl sulfoxide (DMSO, Sigma Aldrich, St. Louis, USA) at a concentration of 100 mM as a stock solution, followed by dilution in medium (or saline) prior to the experiments. DMSO was used as a vehicle reference in the study (as an untreated control group).

### Cell lines, culture, and transfection

Human NCI-H446, Huh7, Bel-7402, HEK293T, HCT-116, U87MG, and M059J cells were from the American Type Culture Collection (ATCC, MD, USA); the CCC-HEL-1, NCI-H358, WI-38, MRC-5, A549-5FU, SK-LU-1, rat C6, and mouse G422 glioma cells were from the Cell Center, Peking Union Medical College (Beijing, China); the MIHA cells were kindly provided by Dr. Chen YC of the Chinese University of Hong Kong (Hong Kong, China); the iPS cells were from the Cellapybio Company (Beijing, China); the HH were purchased from the ScienCell Research Laboratories (San Diego, CA, USA).

The Huh7, M059J, CCC-HEL-1 and HEK293T cells were cultured in the Dulbecco's Modified Eagle's Medium (Invitrogen, CA, USA) supplemented with 10% fetal calf serum (FBS, Invitrogen), penicillin (100 U/mL) and streptomycin (100 μg/mL) (Invitrogen). The NCI-H446, NCI-H358, Bel-7402 and MIHA cells were cultured in the RPMI-1640 medium (Invitrogen) supplemented with 10% FBS, penicillin and streptomycin (P/S, Invitrogen). The SK-LU-1, U87MG, SF-126, WI-38, and MRC-5 cells were cultured in Minimum Essential Medium (Invitrogen) supplemented with 10% FBS and P/S. The HCT-116 and A549-5FU cells were cultured in McCoy 5'A medium (Invitrogen) supplemented with 10% FBS and P/S. The human iPS cells were cultured in PSCeasy medium (Cellapybio), which was changed every day for the maintenance of stemness. Human hepatocytes (HH) were cultured in hepatocyte medium (ScienCell) with 5% FBS (ScienCell) and 1% hepatocyte growth supplement (ScienCell). All cell lines were cultured in a humidified atmosphere containing 5% CO_2_ and maintained at 37 °C.

For the regulation of expression, cells were seeded the day before transfection into 12-well plates with antibiotic-free growth medium at 1 × 10^6^ cells/well and cultured overnight until they reached 60-70% confluence. Transfection of the negative control (50 nM), mimics (50 nM), inhibitors (100 nM) and/or siRNAs (50 nM) was carried out using riboFECT™ CP transfection reagent (Ribobio, Guangzhou, China) for 24 h according to the manufacturer's protocol. The siRNAs used in this study were synthesized by Ribobio (Guangzhou, China).

### Cell staining

Cells were rinsed three times in PBS and fixed with cold methanol, washed thoroughly with PBS, incubated with DAPI staining solution (1 µg/mL, Thermo Fisher Scientific, Waltham, MA, USA) for 30 minutes (min) and rinsed three times with PBS, followed by viewing using a fluorescence microscope (Olympus, Tokyo, Japan).

For the immunofluorescent staining, the human glioma cells U87MG and M059J were cultured on the coverslips and treated with CA (25 µM, 50 µM) for 24 h, Subsequently, the cells on the coverslips were fixed with 4% paraformaldehyde (15 min at 4 °C), blocked with 1% BSA (1 h, RT), and incubated with primary antibody, rabbit anti-GFAP antibody (1:200 dilution; Proteintech, IL, USA), or mouse anti TUBB3-antibody (Tuj1, 1:200 dilution; Proteintech, IL, USA) for overnight at 4 °C. The coverslips were then washed 3 times with PBS and stained with a Cy3-conjugated anti-mouse secondary antibody or an Alexa Fluor 488-conjugated anti-rabbit secondary antibody (1:200 dilution; Thermo Fisher Scientific, Waltham, MA, USA). Cell nuclei were counterstained with DAPI (1 µg/mL, Thermo Fisher Scientific, Waltham, MA, USA). Confocal images were taken using a fluorescent microscope (Nikon Eclipse CI, Japan) and fluorescence pictures were photographed using the Nikon DS-U3 system (Japan).

### Cell viability and growth assay

Cell growth was examined using the 3-(4,5-dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT, Thermo Fisher Scientific, Waltham, MA, USA) assay for which 10^4^ cells were seeded into each well of a 96-well plate. For growth analysis, the cells were treated with blank or 25 or 50 µM of CA every 24 h for 6 days. At different time points, the cells were stained with 50 μL of MTT reagent at 37 °C for 4 h. Spectrometric absorbance at 550 nm was detected using a microplate reader (BioTek, Vermont, USA). The doubling-time (Td) of the tumor cells was calculated using the following formula:

Td = t*[lg2/ (lgNt-lgNo)], where Nt is the cell number after treatment for 4 days.

### Migration and invasion assay

Cells were treated with CA (25 μΜ or 50 μΜ) for 24 h, trypsinized and resuspended in serum-free medium. Next, 100 μL of the cell suspension (1 × 10^5^ cells) was seeded into the upper chamber of the Transwell (Corning Costar, MA, USA) with a porous polycarbonate membrane (pore diameter of 8 μm). The lower chamber contained 700 μL of medium supplemented with 10% FBS. After 24 h incubation, the cells on the upper surface of the membrane filters were mechanically removed with cotton swabs. Migrated cells on the lower side of the filter were fixed with cold methanol, stained with 0.5% crystal violet solution for 120 min, washed with PBS, counted, and captured under a microscope. For the cell invasion assay, the upper chamber of the Transwell was coated with 60 µL of Matrigel (1:20 Corning Costar, MA, USA), and cells that invaded the lower surface of the membrane filter were analyzed as described above.

### Vector construct

Oligonucleotide fragments, including the target region or mutant target region of the miRNA seed sequence AAGUGC, were synthesized (Invitrogen, CA, USA), annealed and ligated into the pmiRGlO dual luciferase miRNA target expression vector (Promega, WI, USA), and labeled pmiRGlo p21 position 1 (P1), position 2 (P2), pmiRGlo p21 mutant position 1 (mP1), or mutant position 2 (mP2). The EcoRV internal restriction site was used for clone confirmation. The bands were separated on a 1% agarose gel, stained with SYBR Green Safe and visualized under the UV trans-illuminator (Bio-Rad, Hercules, CA, USA).

### Dual luciferase reporter assay

HEK293T cells, commonly used for the dual luciferase reporter assay were transfected with miR-20a, -93, -106b mimics (50 nM), or vector constructs (200 ng) using FuGENE^@^ HD transfection reagent (Promega) for 24 h. The cells were then added to 100 μL of Passive Lysis Buffer (PLB) and gently mixed by shaking for 15 min. The lysate was immediately measured using the Dual-Luciferase^@^ Report Assay System (Promega). Data were presented as a ratio of Firefly to Renilla luciferase activity (Fluc/Rluc). All assays were performed three times in triplicate.

### Quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from cells or tissues using the SV Total RNA Isolation System (Promega Biotech, Madison, USA). Subsequently, 2 μg of RNA was used for reverse transcription and the quantitative PCR reaction according to the manufacturer's instructions (Invitrogen). Mature miR-20a, -93 and -106b levels were measured using the Bulge-Loop miRNA qRT-PCR kit (Ribobio, Guangzhou, China) with U6 snRNA serving as an internal control. The resulting cDNA products were analyzed with the quantitative real-time PCR 7500 fast system (Applied Biosystems, Foster, USA). Total RNA (100 ng) and one-step power SYBR reagent (Invitrogen) were used for the detection of mRNAs. The mRNA expression of the housekeeping gene GAPDH was used for normalization. The primer sequences used in this study are listed in Table S1. Data analysis was performed using the 2^-ΔΔCt^ method.

### Western blotting

Total proteins were extracted from cells or tissues using the M-PER mammalian protein extraction reagent (Thermo Pierce, Rockford, USA) and measured using the BCA Protein Assay (Thermo Pierce). Protein samples (50 μg per assay) were separated on SDS-PAGE gels and transferred to PVDF membranes. The membranes were blocked with 5% skim milk and then incubated overnight at 4 °C in the presence of primary antibodies. The primary antibodies for p21, p53, KHSRP, c-Myc, EPCAM, and *β*-actin were purchased from Cell Signaling Technologies (CST, Danvers, MA, USA), *p*-c-Myc antibody was from Santa Cruz (CA, USA), and I*κ*B*α*, Rb1, STAT3, histone-H3, SUMO1, and SUMO2/3 antibodies were from the Proteintech Company (Chicago, IL, USA). The membranes were washed 3 times in Tris-buffered saline with Tween-20 and incubated with horseradish peroxidase-conjugated secondary antibody (CST, MA, USA) for 1 h at room temperature (RT). After washing 3 times with 15 mL of TBST, Immobilon Western Chemiluminescent HRP Substrate (Millipore, Billerica, USA) was added, and the bands were imaged with the Chemidoc XRS^+^ electrophoretic imaging system (Bio-Rad, Hercules, CA, USA). Density scanning of each protein band was performed using Image Lab software (Bio-Rad, Hercules, CA, USA).

### Flow cytometry analysis

Cells were harvested 24 h after treatment with DMSO (solvent control) or CA (25 μM or 50 μM) and rinsed twice with PBS. The cells were fixed with cold ethanol, washed with PBS twice, and centrifuged at 300 × *g* for 5 min. Next, 500 μL of propidium iodide (50 μg/mL) was added to each sample tube, followed by incubation for 30 min at 37 °C in the dark. The cell cycle distribution was analyzed using a C6 Flow Cytometer (BD FACSCalibur, Ann Arbor, MI). For CD44 expression, 1 μL of PE-conjugated CD44 antibody (1:100, Miltenyi Biotec, Cologne, Germany) was added to the cells, followed by a 30 min incubation, washing, and re-suspension in 500 μL of PBS for analysis.

### Sumoylation assay

Nuclear proteins were extracted from sample cells or tissues using NE-PER nuclear and cytoplasmic protein extraction reagent (Thermo Pierce, USA) and measured with the BCA Protein Assay (Thermo Pierce). The sumoylation assay was performed using the EpiQuikTM Protein Sumoylation Assay Ultra kit (Epigentek, #P-8003, Farmingdale, USA). The standard procedure was as follows: primary antibody (IP-grade) or control was added to coat the microplate, which was evaporated at 37 °C for 120 min and the unoccupied sites were blocked with blocking buffer for 45 min at RT. SUMO assay buffer (SAB) was added to each well. Next, sample nuclear proteins (10 μg) were added to each sample well, the diluted detection antibody against SUMO proteins was added to each well for 60 min at RT and then color developer was added and incubated for 5 min. After the addition of stop solution, the absorbance was measured using a microplate reader (BioTek, USA).

### Transcriptome and miRNA microarray expression profiling

Total RNA was extracted from CA-treated Huh7 cells, and the samples were used for whole human genome oligo microarray and miRNA microarray profiling. For the transcriptome microarray, RNA sample labeling and microarray hybridization were performed according to the Agilent One-Color Microarray-Based Gene Expression Analysis protocol (Agilent Technology). Briefly, total RNA was linearly amplified, labeled with Cy3-UTP, and then hybridized onto the microarray chips (4 × 44 K, Agilent, Santa Clara, CA, USA). After washing and staining the slides, the arrays were scanned using the Agilent Microarray Scanner (part number G2505C). The scanned images were analyzed using Agilent Feature Extraction Software (version 11.0.1.1).

The miRNA expression was measured by the Agilent microarray according to the standard Agilent microarray scanning process. The miRNA labeling was performed using the miRCURY™ Hy3™/Hy5™ Power labeling kit (Exiqon, Vedbaek, Denmark). The Hy3™-labeled samples were hybridized onto the miRCURYTM LNA Array (Exiqon, v.18.0), and the slides were scanned using the Axon GenePix 4000B microarray scanner (Axon Instruments, Foster City, CA). The scanned images were analyzed using GenePix Pro 6.0 software (Axon).

### SUMO1 mRNA stabilization

The *SUMO1* mRNA 3' UTR region has a total length of 1073 bp and contains 4 AU-rich elements (AREs). We acquired two fragment sequences containing ARE1-3 (nt 455-1222) and ARE4 (nt 1443-1457) using Nhel-tailed forward and Xbal-tailed reversed primers. The three consecutive fragments were individually inserted into the pIS0 vector and pRL-TK containing Renilla luciferase was used as an internal plasmid. The Huh7 and H446 cells were transiently transfected with the pIS0-SUMO1-3' UTR (nt 455-1527), pIS0-SUMO1-3' UTR-Del-ARE4 (nt 455-1284), and pIS0-SUMO1-3' UTR-Del-ARE1-3 (nt 1285-1527). After 4 h of transfection, the cells were treated with or without 50 μΜ of CA for 20 hr, followed by the dual luciferase reporter assay. Data were represented as a ratio of firefly to Renilla luciferase activity (Fluc/Rluc).

### Sphere formation assay

Neurosphere test was performed in the U87MG and M059J glioma cells using the previously described method 31. 10^3^ cells were seeded into each well of the low-attachment 6-well plates (Corning Costar, MA, USA). A final concentration for 20 ng/mL EGF (Gibco, USA), 10 ng/mL bFGF (Gibco, USA), 10 μL/mL B27 (Gibco, USA), and 5 μg/mL Insulin (Gibco, USA) was added to the culture medium DMEM/F12 (Gibco, USA). Sphere formation was examined after 14 days of CA treatment.

### ATP and OCR measurement

Cellular ATP content was determined using the EnzyLight^TM^ ATP assay kit (EATP100, Hayward, CA, USA) and operated according to the manufacturer's instructions. Briefly, 10^4^ cells (per well) were seeded into the white opaque 96-well plate (Corning Costar, MA, USA) followed by transfection with negative control or *SUMO1* siRNA in the presence or absence of CA (50 μM). Following 24 h incubation, the luminescence was measured after adding the reconstituted reagents of the kit, and the ATP concentration was calculated based on a calibration plot made with standard ATP solution (ranging from 3 μM to 30 μM).

Cellular oxygen consumption rate (OCR) test was performed using an XF24 Seahorse Analyzer (Seahorse Bioscience, North Billerica, MA, USA). Briefly, 2×10^4^ cells were seeded into each well of the XF24 cell culture microplate with freshly prepared growth medium for 16 h and then treated with CA (0, 25, 50 μM) for another 24 h. The OCR value was detected with the XF Cell Mito Stress Test Kit (Seahorse Bioscience, North Billerica, MA, USA) according to the operation manual instructions. The mitochondrial inhibitors used were 1 μM oligomycin A, 1 μM carbonyl cyanide p-trifluoro-methoxyphenyl hydrazine (FCCP), and 0.5 μM Rotenone plus 0.5 μM antimiycin A (Ron/AA). All OCR values were normalized to the protein content (μg/μL) of each well, which were detected with the BCA protein assay kit.

### Xenograft tumor model

Male NOD/SCID mice, weighing 18-22 g, were purchased from Vital River Laboratories (Beijing, China) and housed with free access to food and water. All experimental animal procedures were approved by the Animal Experimental Ethics Committee of the Institute of Materia Medica, Chinese Academy of Medical Sciences and Peking Union Medical College. To establish the mouse xenograft model, Huh7 or H446 cells (2 × 10^7^ cells/mouse) in Matrigel-containing culture medium were subcutaneously inoculated into the mice. The tumor-bearing mice were treated with CA when the xenograft tumor mass reached 100 mm^3^. The animals (7 per group) received an intraperitoneal (ip) injection of CA (directly dissolved in saline; 25, or 50, or 200 mg/kg/d) for 30 days, and the same volume of saline was used as a control. To terminate the experiment, the body weights of the mice were determined. The tumor volume (TV) was calculated with electronic calipers using the following formula: TV = (a × b^2^)/2 (where “a” is the largest superficial diameter and “b” is the smallest superficial diameter). The tumor inhibition rate (TIR, %) was calculated using the following formula: TIR = (the mean tumor weight (volume) of the control group - the mean tumor weight (volume) of the treated group) / the mean tumor weight (volume) of the control group × 100%. After sacrificing the mice, the tumor weights were determined, and the tumor tissue samples were collected for qRT-PCR and Western blotting. The tumor re-implantation test was carried out in which 25 mg of tumor tissues from each group was pooled, enzyme digested, homogenized, and diluted at 1:4 and 1:8 ratios in culture medium followed by reimplantation of the tumor cell suspension into naïve NOD/SCID mice (2 × 10^5^ or 1 × 10^5^ cells per mouse for the 1:4 or 1:8 dilutions, respectively). Tumor growth in the mice was monitored for 4 weeks.

### Safety assessment of CA in vivo

KM mice were purchased from the Vital River Laboratories (Beijing, China) and randomly divided into 4 groups. Animals (n = 10 per group, ♀ × 5, ♂ × 5) were treated intraperitoneally with a single dose of 1000, or 500, or 250 mg/kg CA, and saline was used as a control. Mouse survival and body weight changes were examined daily for all groups for 7 days. Next, 200 µL blood samples were collected from each mouse via retro-orbital bleeding, and levels of ALT, AST, BUN, and CRE in serum were detected.

### CA concentration in animal blood and brain

Wistar rats (male, 250 ± 20 g) were acquired from Vital River Laboratories (Beijing, China). CA in saline was administered to the rats (ip, 75 mg/kg) and three rats per time point were exsanguinated at 1, 2, 4, 7, 10, 20, 30, 45, 60, and 120 min post-injection. Blood was collected into a heparinized test tube and centrifuged at 4500 rpm for 10 min. Plasma was stored at -80 °C and thawed at room temperature prior to use. For analysis, 20 μL of CA (2.5-5000 ng/mL an equivalent gradient concentrations), 20 μL of puerarin (25 ng/mL, internal standard, Baoji Herbest Bio-Tech, Shanxi, China) and 20 μL of 2 M HCl was added to 100 μL of plasma followed by 700 μL of acetonitrile. The mixture was vortex-mixed for 5 min, centrifuged at 4500 rpm for 10 min, and the supernatant acetonitrile extraction solution was evaporated to dryness with a gentle stream of nitrogen gas at 30 °C. The residue was reconstituted in 50 μL of the initial mobile phase by vortexing for 3 min and centrifuged at 13000 rpm for 10 min. Finally, 5 μL of supernatant was injected into the UPLC-MS/MS system (Agilent Corporation, MA, USA). Values were presented as the mean ± SD of 3 rats per time point. To determine the pharmacokinetic parameters of chlorogenic acid, the concentration-time data were analyzed using the DAS (Drug and Statistics for Windows) software package (version 2.0, Chinese Pharmacological Association, China).

To measure CA in rat brain, CA in saline was ip administered to the Wistar rats, with 3 rats for each group. At 1, 2, 4, 7, 10, 20, 30, 45, 60, 120, 180, 300, and 420 min post-CA injection, the rats were administered with pentobarbital sodium (ip, 60 mg/kg) to induce deep anesthesia, followed by surgery and injection of saline into the ventricle to remove blood from the blood vessels. Rat brain was then homogenized, and the CA concentration in the brain was determined using a similar chemical detection method in the UPLC-MS/MS system as mentioned above.

### Treating glioma with CA in animals

For the C6 glioma in rats, CA (purity > 99%) was from the Jiuzhang Biochemical Engineering Science and Technology Development Co., Ltd. (Chengdu, Sichuan, China). Temozolomide (TMZ, purity over 98%) was purchased from Sigma-Aldrich (St. Louis MO, USA). The rat glioma C6 cells were obtained from the Cell Center, Peking Union Medical College, and cultured in DMEM with 10% FBS, penicillin (100 units/mL) and streptomycin (100 μg/mL). Male Wistar rats (260-280 g) were from Vital River Laboratories (Beijing, China).

Before the surgical procedures, male Wistar rats were anesthetized by an intraperitoneal injection of pentobarbital sodium (60 mg/kg). The rat head was shaved and disinfected with 70% ethyl alcohol, and then the animal was fixed in a stereotactic apparatus. A midline incision was generated on the dorsal aspect of the rat head to expose the bregma. A burr hole was then generated in the cranial bone 0.2 mm anterior to the bregma and 3 mm lateral to the sagittal suture. A 25 μL Hamilton microsyringe was connected to the manipulating arm of the stereotactic device. The tip of the microsyringe was inserted 7 mm beneath the dura and then withdrawn 1 mm. Next, 10 μL of C6 glioma cells (4 × 10^5^) were injected stereotactically into the striatum. The injection was conducted over 10 min, after which the syringe was maintained in the brain for another 10 min and then slowly retracted. The wounds were cleaned, and the animals were then returned to their cages and received the standard rat diet and water ad libitum.

After 11 days of inoculation, 18 rats developed tumors based on magnetic resonance imaging (MRI) scanning using the Bruker PharmScan system (Bruker Biospin, Karlsruhe, Germany). The tumor-bearing rats were then randomly assigned to three treatment groups (n = 6), including the model group, TMZ group and CA group. Another six rats were designated as the sham-operated group (Sham group), which received an injection of 10 μL of cell culture medium without glioma cells using the same surgical procedure. The rats in the TMZ group were orally treated with a solution of TMZ (20 mg/kg/d) for five consecutive days, and those in the CA group were intraperitoneally administered CA (75 mg/kg, bid) for seven consecutive days. The body weights of the rat were measured every day. The tumors were scanned by MRI on days 11 and 18 after tumor cell injection. The experiment was then terminated after the second MRI scan.

### Statistical analysis

Heterogeneity of variance among groups was first examined by F-tests, followed by difference analyses performed with the unpaired 2-tail Student's *t*-test using GraphPad Prism 5.0 software (San Diego, CA, USA), p < 0.05 was considered significant.

## Results

### CA changed tumor cell behavior by inducing differentiation *in vitro*

The effect of CA was investigated in a variety of solid tumor lines, such as human hepatoma (Huh7) and lung cancer (H446) cells, for its anticancer effects. Compared with the untreated groups, CA slowed down the proliferation rate of tumor cells. In the Huh7 cells, the doubling time (Td) on day 4 of treatment was extended from 1.15 to 1.28 days at 25 µM CA concentration and up to 1.60 days at 50 µM. For the H446 cells, Td was extended from 1.04 to 1.10 (CA 25 µM) and 1.12 days (CA 50 µM) (Figure 1B). The cell mobility assay showed that the number of invading (Figure 1C) and migrating cells (Figure 1D) was significantly lower in the Huh7 and H446 cells treated with CA (25 or 50 µM for 24 h) as compared with the untreated controls. CA appeared to reduce the tumor cell growth rate and inhibited cell mobility through a non-cytotoxic mechanism. Figure 1E shows the morphological changes in the Huh7 and H446 cells after exposure to CA. With respect to the untreated cells, the cell nuclei underwent karyopyknosis and exhibited a kidney shape after treatment with 25 or 50 μM of CA for 48 h. This phenotypic change suggested a transition toward cell maturation. Cancer cell differentiation was also supported by the cell cycle arrest at the G_0_/G_1_ phase after treating the Huh7 or H446 cells with CA (25 or 50 μM for 24 h). Compared with the solvent controls, the percent of cells in the G_0_/G_1_ phase increased, and S-phase cells decreased in the two cell lines indicating a slowed-down biosynthesis (Figure 1F) and cell maturation 32. The G_2_/M phase remained stable. Human glioma cells showed a similar response to CA (see the glioma section below).

### CA regulated expression of the differentiation-related genes

To understand the potential molecular mechanism(s) underlying the phenotypic change by CA, we investigated the differential mRNA expression. 

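RNA of MIHA cells, an immortalized human liver cell line that does not come from a cancer, was profiled on 3 Agilent arrays read in a single color (Cy3). The arrays held RNA of untreated cells, of cells treated with 50 μM of chlorogenic acid (CA) for 24 h and of cells treated with 100 μM of CA for 24 h. There was 1 array per condition, so no difference between conditions has a replicate check, no test was made, and the number of arrays limits the precision of every value. The arrays of Huh7 cells were not analysed here. Part of the sample labels names Huh cells and part MIHA cells, and the arrays were taken as MIHA.
Each array carried 58717 spots that were not control spots, for 50599 different probes. The authors deposited the output of Agilent Feature Extraction, which gives a background-subtracted intensity for each spot and marks spots that lie well above background or that are outliers. Spots well above background made up 64.7% of the non-control spots on the control array, 61.2% on the array of 50 μM CA and 64.4% on the array of 100 μM CA, and no spot was saturated. From these intensities, log2 values were taken and the 75th percentile of each array was subtracted. Spots marked as outliers were left out, which removed 1.21% of the non-control spots of the control array, 5.12% at 50 μM and 1.3% at 100 μM. Of the 10% of spots that were brightest on the control array, 23.04% were left out at 50 μM.
A probe that was not well above background on an array has only a bound there. The lowest value well above background was -6.72 on the normalized log2 scale on the control array and -6.13 on the array of 50 μM CA, so dim probes reached the limit of the 50 μM array sooner. For 902 probes, 10 spots were printed, and 672 of these lay well above background on every array. Between the control and 50 μM arrays, the log2 difference of a single spot had an SD of 0.162 among the dimmest of them and 0.11 among the brightest. This error covers the spots, not the cultures, the labeling or the slides. The control and 100 μM arrays were on the same slide and the 50 μM array was on another, so the slide and the dose of 50 μM cannot be told apart.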

Huh7 and non-cancer liver MIHA cells were treated with 50 μM of CA for 24 h, followed by transcriptome microarray profiling. As shown in Figure 2A, CA increased expression of key genes in Huh7 cells associated with differentiation, for instance, *KHSRP*, *p53*, and* p21*. Simultaneously, CA treatment decreased the expression of genes associated with poor differentiation, such as c-*Myc* and *CD44,* among others. These differentiation-related genes were identified based on the gene function description in the Gene Bank database (https://www.ncbi.nlm.nih.gov/gene/) followed by literature review for confirmation. To validate the results, expression of the corresponding mRNAs and proteins of KHSRP, p53, p21, c-Myc, and CD44 was examined in Huh7 and H446 cells using qRT-PCR, Western blotting, or FCM analysis. The mRNA results were consistent with those from the transcriptome microarray (Figure 2B). Expression of p21, p53, and KHSRP proteins was significantly increased by CA, while phosphorylated c-Myc and total c-Myc protein expression dramatically decreased after CA treatment (25 or 50 μM) in both Huh7 and H446 cells (Figure 2C; right side: density scanning results). *EPCAM* is also a gene closely related to poor differentiation 33, and its expression was found to be decreased by CA in both cancer cell lines (Figures 2B-C), although its expression reduction in microarray was not substantial. CD44-positive cells declined by CA (50 μM) in Huh7 (ΔMFV = -36.8%) and H446 cells (ΔMFV = -33.6%) in the FCM analysis (Figure 2D). It appeared that CA caused a differentiation shift in cancer by regulating genes associated with cell differentiation.

We also examined seven other human solid tumor cell lines: U87MG (glioma), M059J (glioma), HCT-116 (colon carcinoma), NCI-H358 (non-small cell lung cancer), A549-5FU (lung cancer cells resistant to 5-FU), SK-LU-1 (lung adenocarcinoma), and Bel-7402 (hepatoma). Similar to the Huh7 and H446 cells, CA dose-dependently decreased *p*-c-Myc expression and increased p21 expression in all seven cell lines confirming the differentiation-inducing effect of CA in solid tumors (Figure 2E, upper; density scanning results, Figure S1A). Furthermore, four non-cancer human cell lines were tested for comparison, 2 liver cell lines (CCC-HEL-1 and MIHA) and two lung cell lines (WI-38 and MRC-5). As shown in Figure 2E (lower; for density scanning, see Figure S1B), in contrast to cancer cells, CA treatment showed no effect on p21 expression in these lines but decreased the phosphorylation of c-Myc to *p*-c-Myc in all four cell lines. In the microarray analysis with MIHA, CA regulated the expression of a set of differentiation-related genes (Figure 2A) different from those seen in the CA-treated Huh7 cells. 

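On the arrays of MIHA cells, 553 probes were at least 2-fold higher and 131 at least 2-fold lower after 50 μM of CA than in the untreated control, among 29729 probes well above background on at least 1 of the 2 arrays. Without a filter, which also takes in probes that were dim on both arrays and covers 48394 probes, each at its own value, the counts were 1976 and 1057. With normexp background correction they were 140 and 19, and with the arrays centred on the spike-in spots 976 and 55. When probes had to lie well above background on both arrays, 376 were higher and 87 lower.
The MIHA panel of Figure 2A draws 9 genes as well differentiated and 8 as poorly differentiated. For each gene, the value is that of its brightest probe. Among the genes drawn as well differentiated, MAML3 was higher by 1.76 on the log2 scale (3.38-fold), but another probe of MAML3 that was also well above background was higher by only 0.28. UBE2E2 was higher by 1.15 (2.22-fold) and KRT24 by 1.14 (2.2-fold), each measured by a single probe, and with normexp background correction KRT24 was at 0.98, below 2-fold. These differences exceeded the single-spot SD of 0.14 to 0.16 at their brightness, which does not cover the cultures or the slides. Over all 27117 probes well above background on both arrays, the differences had an SD of 0.379. At 100 μM, on the slide of the control, MAML3 was at 0.09, UBE2E2 at 0.42 and KRT24 at 0.11. The value of KLHDC4 fell by 0.34, and its other probe fell by 0.26. The brightest probe of HTRA3 was not well above background on either array, whereas another probe was well above background only after CA and at least 3.2-fold higher. S100A7 was not well above background after CA, and no fold is given.
KHSRP rose by 0.23 and fell by 0.61 on its other probe. CDKN1A (p21) was at -0.15, within its spot SD of 0.16, and at 0.02 when the arrays were centred on the spike-in spots. The median over the 8 well differentiated genes with a value was 0.22, and it was 0 when the mean over a gene's probes replaced the brightest probe.
Among the genes drawn as poorly differentiated, HEYL, CD52 and AFP were well above background on the control array and not after CA. Their control values of -6.52, -6.13 and -6.54 lay at or below the lowest value that was well above background on the 50 μM array, so no fold is given for them. BMP7 fell by 0.26, MYC rose by 0.13, and MAPK13 rose by 0.37 on its brightest probe and fell by 1.03 on the other. CD44, which the MIHA panel draws higher after CA, rose by 0.84 on its brightest probe and fell by 0.88 on the other. The median over these 7 genes, with bounds counted as 0, was 0, and over the 4 genes measured on both arrays it was 0.25. HSP90AB4P was not analysed here because no probe matched its name.
The heat map draws 13 genes with a clear difference, and 12 of them had a probe. The brightest probe of 10 ran in the drawn direction, but for 5 of these, HTRA3, S100A7, HEYL, CD52 and AFP, no fold is given for that probe. Of the 7 genes measured on both arrays, 5 did, and 3 of these, MAML3, UBE2E2 and KRT24, were at least 2-fold higher. The heat map draws the microarray of MIHA cells itself, so the tally is no independent evidence. From Figure 2A, the paper states that CA regulated differentiation-related genes in MIHA cells other than those of Huh7 cells.

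**Figure D1:**
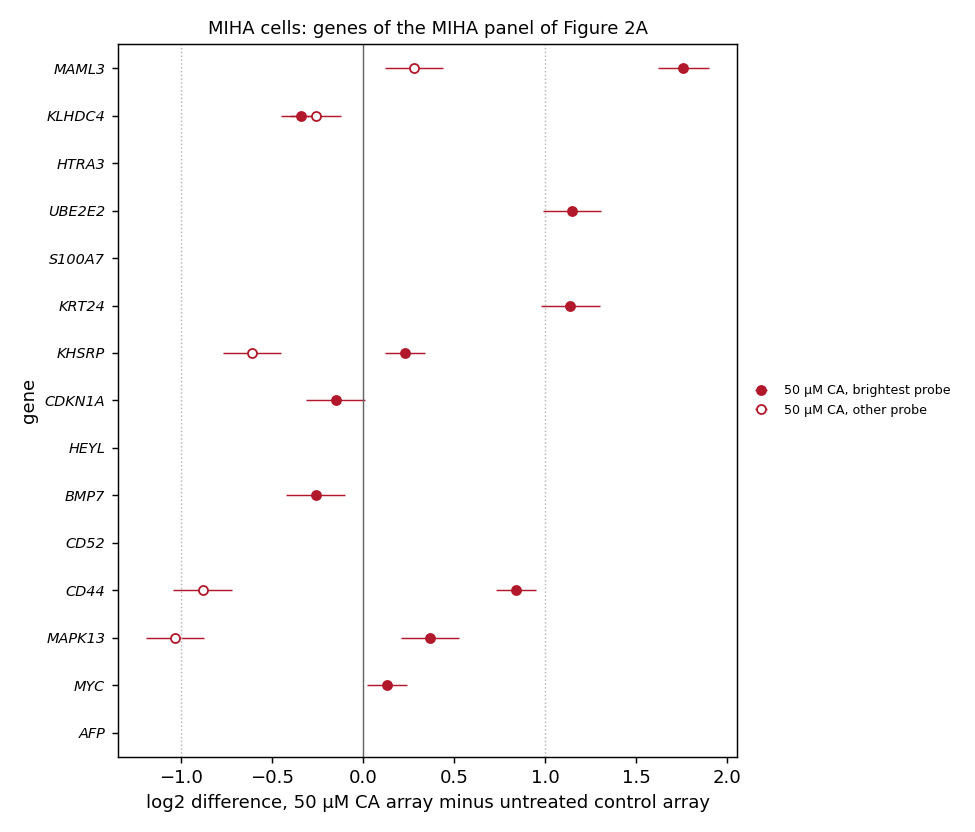
Log2 difference between the array of MIHA cells treated with 50 μM of CA and the untreated control array (x axis) for genes of the MIHA panel of Figure 2A (y axis). Each point is a probe well above background on both arrays (filled, the brightest probe of the gene, and open, another probe), bars are the SD of a single spot at that brightness, dotted lines mark a 2-fold difference, and genes without a point had no such probe. MAML3, UBE2E2 and KRT24 lie beyond a 2-fold rise at 1.76, 1.15 and 1.14, while the probes of CD44 lie at 0.84 and -0.88.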

The reason for the different response to CA between cancer and non-cancer cells remains unclear. Considering that the four non-cancer cell lines were isolated, immortalized *in vitro,* and cultivated in laboratories for years, their gene expression profiles might have shifted from their original normal patterns. Thus, primary human hepatocytes HH were examined. As shown in Figure 2E (lower) and Figure S1B, in contrast to the Huh7 cells following exposure to CA, HH cells showed almost no change in the expression in *p*-c-Myc, total c-Myc and p21. Thus, the cell differentiation response to CA appears to occur in the order of cancer cells > non-cancer immortalized cells > normal primary cells.

Since meristematic tissues are considered stem cells of plants, we induced human pluripotent stem (iPS) cells to examine the CA differentiation-inducing effect. We found that the mRNA expression of well-differentiated genes (like *p53*, *p21*) was significantly increased whereas that of poorly differentiated genes (like *c-Myc*, *EPCAM*, and* CD44*) declined in response to CA treatment (25 or 50 μM, 24 h) (Figure S2A). The results were confirmed by Western blotting (Figure S2B).

### CA elevated p21 expression by down-regulating the expression of the miR-17 family

As gene expression is largely controlled by the miRNA machinery, we next investigated whether CA regulated differentiation-related genes through miRNAs. The miRNA microarray profiling showed that the expression of the miR-17 family member's miR-20a, -93, and -106b was down-regulated in a dose-dependent manner after exposure of the cells to CA (25 or 50 μM for 24 h) (Figure 3A). The results were then confirmed in both Huh7 and H446 cells by the qRT-PCR assay (Figure 3B). The expression of the 3 miR-17 members was also decreased by CA (25 or 50 μM for 24 h) in iPS cells (Figure S2C). Subsequently, we analyzed three miRNA-related databases, the MiRNA.org (www.microrna.org), TargetScan Human (www.targetscan.org) and PicTar (pictar.mdc-berlin.de), to identify the potential target genes of miR-20a, -93, and -106b. We found that the *p21* 3' UTR (untranslated region) sequence had two sites (with a sequence of 5'-GCACUUU-3'), position 468-474 and position 1148-1154, which matched the seed sequence (5'-AAAGUGC-3') of the miR-17 family (Figure 3C), suggesting that *p21* is a possible target gene of the miR-17 family members. We next investigated whether p21 expression was influenced after diminution of the three miR-17 family members. As shown in Figure 3D, transfection of Huh7 or H446 cells with the miR-20a, -93, or -106b specific inhibitor (single-chain nucleotide complementary to the three miRNAs mature sequence) increased *p21* mRNA expression. Consistent with this observation, elevated p21 protein was detected in the Western blotting assay (Figure 3E). The dual luciferase reporter assay demonstrated that overexpression of miR-20a, miR-93, or miR-106b mimics (50 nM) reduced the luciferase activity of the vectors (200 ng) with the *p21* 3' UTR binding sites. The ratio of Firefly to Renilla luciferase activity (Fluc/Rluc) ranged from 32.6%-48.3% of that of the empty vector control. In contrast, overexpression of the miR-20a, miR-93, or miR-106b mimics (50 nM) in cells with vectors carrying mutated* p21* 3' UTR binding sites (200 ng) showed minor effects on luciferase activity, and the Fluc/Rluc value ranged from 70.6%-89.6% of the control (Figure 3F, scheme). The results indicated that the two binding sites in the *p21* 3' UTR sequence were the responsive elements for the three miR-17 family members.

Also, transfection of the CA-treated Huh7 or H446 cells with mimics of miR-20a, miR-93, miR-106b or p21-siRNAs (si-p21) eliminated the p21 up-regulatory effect of CA and increased c-Myc and CD44 expression (Figure S3). As p21 has a positive role in cell differentiation, in contrast to that of c-Myc and CD44, it appeared that through down-regulation of miR-20a, -93, and -106b expression, CA stabilized the 3' UTR of *p21* mRNA, increased the intracellular level of p21 protein, and triggered the differentiation cascade in tumor cells.

### CA-caused c-Myc SUMOylation resulted in miR-17 family decline and p21 elevation

c-Myc is known to be an important regulator for miRNAs 34 and might play a role in the expression of miR-17 family members. Thus, we used a c-Myc specific inhibitor, 10058-F4, as well as c-Myc siRNAs in the *in vitro* experiments. Treatment with CA (50 μM), 10058-F4 (30 μM) or si-c-Myc (50 nM) decreased *c-Myc* mRNA expression in Huh7 and H446 cells (Figure 4A, left) with a simultaneous increase in the expression of *p21* mRNA (Figure 4A, right), showing the negative relationship between c-Myc and p21. The results were confirmed at the protein level by Western blotting in which CA showed an advantage in elevating p21 protein expression superior to that of 10058-F4 (Figure 4B). Moreover, down-regulated expression of miR-20a, miR-93, and miR-106b (Figure 4C) was also observed in both tumor cell lines treated with CA or with the c-Myc inhibitors. This finding suggested that the down-regulation of c-Myc by CA might up-regulate p21 expression through abrogating the expression of miR-17 family members.

We also detected an increase in the small ubiquitin-like modifier 1 (SUMO1) protein expression but not SUMO2 and SUMO3 proteins in the Huh7 and H446 cells cytoplasm following CA treatment (Figure 4D, lower). It significantly promoted the SUMO1 in the cytoplasm and simultaneously decreased the levels of *p*-c-Myc (Figure 4D, upper) in the cell nucleus. CA (50 µM) increased the stability of the* SUMO1* mRNA transcripts in Huh7 and H446 cells with an increase in T_1/2_ by 3.75- or 1.9-fold, respectively (Figure 4E). The CA-caused SUMOylation of c-Myc was dose-dependent and selective as it was negative for other proteins such as I*κ*B*α*, Rb1 and STAT3 (Figure 4F). It appeared that CA stabilized the *SUMO1* mRNA, increased the intracellular SUMO1 protein, selectively promoted sumoylation of c-Myc instead of phosphorylation, and thus decreased the expression of the miR-17 family members 34, leading to an elevation of p21 protein in tumor cells.

We then assessed which regulatory sequences in the SUMO1 mRNA 3' UTR region mediated the effect of CA on *SUMO1* mRNA stability. The SUMO1 mRNA 3' UTR sequence contains 4 AU-rich elements (ARE1-4) with a total length of 1073 bp.

We selected two consecutive regions containing ARE1-3 (nt 490-1222) and ARE4 (nt 1443-1457), which were then individually inserted into the pIS0 vector (Figure 4G). The cells were transfected with pIS0, pIS0-SUMO1-3' UTR (nt 455-1527), pIS0-SUMO1-3' UTR-Del-ARE4 (nt 455-1284), or pIS0-SUMO1-3' UTR-Del-ARE1-3 (nt 1285-1527). Transfection of the cells with the vectors containing the full-length 3' UTR, ARE1-3 or ARE4 reduced the luciferase activities of the pIS0 vectors (EV) to various degrees in both Huh7 and H446 cells (Figure 4H). Treatment of the transfected cells with CA (50 µM, for 20 hr) attenuated the reduction effect caused by the ARE4-containing vectors but not those containing ARE1-3- suggesting that the ARE4 region (nt 1285-1527) might be the main responsive element for CA-induced stabilization of SUMO1 (Figure 4H).

### CA induced differentiation in mouse xenograft tumors

To investigate the differentiation-based therapeutic effect of CA *in vivo*, we used the Huh7 hepatoma and H446 lung cancer xenograft models in the NOD/SCID mice. CA treatment with ip administration of 25 mg/kg/d, 50 mg/kg/d, or 200 mg/kg/d slowed down the growth of the tumor mass, yielding 44.0%, 80.1% or 83.1% tumor volume inhibition of Huh7 tumors and 39.9%, 84.6%, or 86.3% tumor reduction of H446 tumors, respectively (Figure 5A). Accordingly, tumor weight was declined by CA as well (Figure 5B). Increasing the CA dosage up to 200 mg/kg/d (ip) did not cause further decline of the tumor mass but accelerated the entry of the xenograft tumor into the non-growth plateau (Figure 5A). No animal toxicity was observed. As both the Huh7 and H446 tumors maintained non-growth after CA treatment (50 or 200 mg/kg/d) for 12 or 18 days (Figure 5A), we assumed that, similar to the iPS cells, most of the remaining tumor cells, including tumor stem cells, might have been differentiated by CA. By analyzing differentiation-related genes, we found that *c-Myc*, *EPCAM*, and *CD44* mRNA levels decreased in both Huh7 and H446 (Figure 5C) xenograft tumors in the mice treated with CA (ip, 25 mg/kg/d), while the *p21* mRNA level increased (Figure 5C) compared with the saline-treated control. Western blotting showed that CA treatment reduced the level of *p*-c-Myc protein but elevated the p21 protein level in the tumor tissue (Figure 5D). Furthermore, the expression of miR-20a, miR-93, and miR-106b was down-regulated both in Huh7 and H446 (Figure 5E) xenografts in mice treated with CA (ip, 25 mg/kg/d). Sumoylation of c-Myc was also increased after the CA treatment (Figure 5F). The results obtained for CA-induced solid tumor differentiation *in vivo* were consistent with those observed *in vitro*.

Next, we digested and homogenized 25 mg of the tumor tissue pooled from the saline control mice (n = 5) or from the CA-treated (50 mg/kg/d) mice (n = 5), followed by reimplantation of the tumor cell suspension (at 1:4 and 1:8 dilutions) into naïve SCID mice (n = 4 for each group). As displayed in Figure 5A (inserts), on day 28 after re-implantation, no tumors developed in the mice inoculated with Huh7 tumor cells collected from the CA-treated mice (both 1:8 and 1:4 dilutions). On the other hand, there was tumor development in mice implanted with saline-treated controls with all mice tumor-positive when implanted with cells at a 1:4 dilution and half of the mice growing tumors at a 1:8 dilution. For the H446 lung cancer xenografts, while all mice inoculated with the tumor suspension from saline-treated H446 tumor-bearing mice developed tumors (for both 1:4 and 1:8 dilutions), the mice implanted with a 1:8 dilution originating from xenografts of mice treated with CA did not develop tumors; but half of them developed tumors at a 1:4 dilution. These results suggested that CA might decrease tumorigenicity through differentiating cancer cells in the tumor mass.

The safety test showed that all mice survived for 7 days after single dosing of CA ranging from 250 to 1000 mg/kg (ip). Compared with the saline control group, CA ip injection caused no change in body weight (Figure 5G) and no damage to the liver and kidney function, with serum AST, ALT, BUN and CRE levels within the normal range (Figure 5H). These observations were consistent with excellent biocompatibility and safety of CA in humans. When the blood concentration of CA (ip, 75 mg/kg) was examined in the SD rats (3 rats per time point), the average C_max_ of CA in the ip injection was 52.9 µg/mL (147 µM), which was higher than the drug concentration used in the *in vitro* experiments (Figure 5I).

### CA was effective for glioma cells *in vitro* and in animal models

Besides liver and lung cancer, we also investigated the efficacy of CA in glioma cells. As is evident from Figure 2E, human glioma cells were sensitive to CA, showing reduced *p*-c-Myc and elevated p21 expression similar to the results observed in hepatoma, lung cancer as well as colon cancer. Further investigation of CA in gliomas was designed to identify specific biomarkers or indication of differentiation in brain tumors. Toward this end, the cellular expression of Tuj1 and glial fibrillary acidic protein (GFAP) in glioma cells was assessed as signature markers for neurons and astrocytes, respectively 35, 36.

Immunofluorescent staining showed increased expression of Tuj1 and GFAP both in the U87MG and M059J glioma cells after CA treatment (25 or 50 μM, 24 h) indicating the shift toward neurological characteristics (Figure 6A). Since cancer cells exhibit increased glucose utilization and energy metabolism 5, 37, mitochondrial function was examined in glioma cells with or without CA treatment. As shown in Figure 6B, CA treatment decreased energy metabolism in mitochondria indicating reduced ATP production in the U87MG and M059J glioma cells by about 21%. Also, silencing SUMO1 expression by transfection of SUMO1-specific siRNA abolished the effect of CA on ATP reduction suggesting a SUMO1-dependent action of CA on mitochondria (Figure 6B). Thus, it appears that SUMO1 is critical for the mechanism of action of CA. Oxygen consumption rate (OCR, both basal or maximal) in the two glioma cell lines was reduced after treating the cells with CA (25 μM or 50 μM, 24 h; Figure 6C), indicating inhibition of oxidative phosphorylation in the mitochondrial respiratory chain by CA. Accordingly, the cell mobility assay showed that the number of invading (Figure 6D, upper) and migrating glioma cells (Figure 6D, lower) was significantly reduced in the M059J or U87MJ cells treated with CA (25 or 50 µM for 24 h) as compared to the untreated ones possibly due to the decline in the ATP level. Finally, in the neurosphere culture, we observed inhibition of the sphere formation by CA both in U87MG and M059J cells (Figure 6E) indicative of decreased malignancy in the CA-treated glioma cells 38, 39. These changes of differentiation markers and cell behavior in glioma strongly suggest maturation toward differentiated cancer cells.

The pharmacokinetic study in rats revealed that CA was able to cross the blood-brain barrier and enter the brain tissue 10-20 min after ip injection (75 mg/kg, Figure 6F). The maximum brain concentration of CA in the rats was 50.7 µg/kg (n = 3). CA administration (75 mg/kg, ip, bid) caused significant inhibition of tumor growth of the C6 glioma in rats (** p < 0.01, n = 6 for each group, Figure 6G, right) with an inhibition rate of 57% of the tumor volume by MRI. The CA anticancer efficacy was comparable to that of temozolomide (TMZ; ^#^ p < 0.05, CA group vs TMZ group), the first-line drug for glioma in the clinic (Figure 6G, ref. 40). Continuous injection of CA showed no toxicity in the rats as evaluated by the rat body weight measurements (Figure 6G, left). The sham group (n = 6) showed no tumors in the brain based on MRI detection (data not shown).

## Discussion

The present study showed, for the first time, that CA induced differentiation in solid tumors and inhibited cancer cell proliferation, mobility, invasion, ATP production in mitochondria, and tumor clone formation. These changes were accompanied by normalization in morphology as well as altered gene expression in cancer cells, favoring a shift toward differentiation. Mechanistic studies revealed that CA increased SUMO1 protein expression by stabilizing *SUMO1* mRNA, thus causing SUMOylation of c-Myc and decreasing *p*-c-Myc, which in turn downregulated the expression of the three miR-17 family members. The decrease in miR-20a, miR-93 and miR-106b levels promoted p21 expression leading to cell differentiation. Activation of the “c-Myc SUMOylation/miR-17 reduction/p21 elevation axis” by CA resulted in cell differentiation and attenuated the cancer behavior of solid tumor cells.

Our study showed that the SUMOylation of c-Myc, down-regulated miR-17 family members and up-regulated p21 are important steps for CA-mediated differentiation of cancer cells. SUMOylation is a posttranslational modification that represents a process of protein conjugation with SUMO proteins 1-4. SUMO1, SUMO2, and SUMO3 are rich in vertebrate tissues, and SUMO4 is expressed only in the kidney, lymph nodes and spleen 41. SUMOylation controls cell cycle progression and embryo development 42, 43. Functional proteins, such as MDM2, Rb, and STAT3, among others, can be modified by SUMOs 44-46. Of these SUMO proteins, SUMO2-mediated SUMOylation plays an important role in ATO-induced differentiation therapy 47. The c-Myc protein contains 10 lysine residues that can be conjugated with the SUMO protein to modify its oncogenic activity 48. Herein, we showed that CA increased SUMO1 expression and boosted c-Myc SUMOylation. The SUMOylation at the lysine sites might protect c-Myc from phosphorylation at the S62 and/or T58 sites in its C-terminus 49, 50. The decrease in *p*-c-Myc in response to CA suppressed the transcriptional activity of the miR-17 family consistent with previous reports 51, 52. For mitochondria, increased expression of SUMO1 reduced ROS production probably through its action on NADPH oxidases 53. Our results showed that the declined ATP production by CA was SUMO1-dependent, demonstrating, for the first time, the role of SUMO1 in the oxidative phosphorylation for ATP production. The relationship between CA-caused ATP reduction and SUMO1 function in mitochondria needs to be further investigated.

In the present study, we discovered that CA acts as a suppressor for three members of the miR-17 family. It is well recognized that miRNAs can act as oncomiRs or antioncomiRs in cancers 54-57. Numerous miRs have been reported to participate in cell cycle regulation, drug resistance, tumor differentiation, or cell “stemness” 58-61. As miR-20a, miR-93, and miR-106b share the same critical seed sequence, they are assigned to the miR-17 family (http://www.mirbase.org/). It has been reported that the upregulation of miR-20a, miR-93 and miR-106b is associated with a poor prognosis in breast cancer, pediatric glioma and hepatocellular carcinoma and is linked to the promotion of tumor proliferation and invasion 62-65. In the present study, we identified miR-17 family members as oncomiRs that function by inhibiting p21.

Recently, we have been interested in meristematic tissues in plants in search of effective, but non-toxic, tumor differentiation inducers. In this context, CA has been shown to stimulate a complex signaling network that causes phenotypic transformation toward cell differentiation. A decrease in gene expression in response to CA was observed in a group of genes associated with poor differentiation. Among these genes, *CD44* and *EPCAM* are known to be highly expressed in progenitor cells as well as in undifferentiated stem cells 33, 66. Of the oncogenes affected by CA, c-Myc plays an important role in malignant progression by activating a variety of genes (such as those encoding CDKs) and promotes the expression of oncomiRs. For instance, there are four c-Myc E-box binding sites in the CDK4 promoter region, which elevate CDK4 expression and play a critical role in cell-cycle progression by mediating its oncogenic function 67. Furthermore, c-Myc drives the metabolism of glucose and glutamine for the production of ATP needed for cell proliferation 68. High expression of c-Myc promotes the expression of multi-oncomiRs, such as miR-17-5p, -92, -106b, -19a, -19b, and miR-20a 69. Other genes, which likely promote differentiation and show increased expression levels by CA, include *MAMLD1*, *KHSRP*, *LPAR4*, *KLHL22*, *p53*, and *p21* 70-77. For example, p21 is well-recognized as an inhibitor of CDKs and acts at the G_1_/S phase checkpoint to determine the cell fate 78.

Human p21 is an important cellular component that responds to cellular stress and DNA damage 79. It acts on multiple pathways, leading to cell growth suspension, differentiation, or cellular senescence 80. For example, p21 prevents retinoblastoma protein (pRb) from undergoing phosphorylation 81 and increases the E2F-associated phosphor-protein (EAPP) level to maintain gene regulation by E2F transcription factors in a repressed status and to induce cell cycle arrest 82. P21 also interacts with proliferating cell nuclear antigen (PCNA), which is linked to DNA metabolism and repair in response to radiation damage 83. As p21 is widely accepted as a positive factor for differentiation or cellular senescence, we used it as one of the important differentiation indicators in the study. Using bioinformatics and the dual luciferase reporter assay, we discovered that the miR-17 family members were able to bind the 3' UTR sequence in *p21* through complementary base pairing and down-regulated p21 expression. Thus, the suppression of miR-17 family members by CA resulted in increased expression of p21, which then acted as a tumor suppressor protein to induce cell cycle arrest at the G_1_/S checkpoint and tumor differentiation. However, the involvement of other pathways could not be excluded, as cell differentiation represents a complex process that requires the synchronized operation of several genes/proteins.

In animal experiments, we showed that CA treatment terminated tumor growth. The detection of the genes/proteins associated with differentiation in tumors from the CA-treated animals revealed a profile identical to that observed *in vitro*. Through tumor re-implantation, we showed that CA also differentiated cancer stem cells. This inference was based upon the observation that the residual tumor cells from the CA-treated animals largely lost the ability to grow new tumors *in vivo*. It is of note that the tumor inhibition effect of CA in glioma was not as good as that in hepatoma or lung cancer, probably because of the low CA concentration in the brain. The mouse experiments showed a CA concentration in brain (the original CA compound) lower than that used in cell culture. The possible explanations for the CA's effect could be at least 1) CA has 6 structure-similar metabolites *in vivo* which might also be active against cancer 84, and 2) CA is a substrate of P-glycoprotein (P-gp) 85, 86; thus, the *in vivo* metabolites of CA might increase CA intracellular concentration by blocking P-gp efflux competitively, forming a synergistic action against glioma.

The CA-induced differentiation response in cancer cells was not detectable in primary human cells, probably because they are already differentiated cells. In animal experiments, CA terminated tumor growth by inducing differentiation and most of the tumor tissue taken from the CA-treated mice was no longer tumorigenic. More significantly, ip administration of CA exhibited no toxicity even at high doses. More research is needed to elucidate the molecular details of the differentiation of cancer cells induced by CA.

Taken together, we found that CA functioned as a safe differentiation inducer for solid tumors. After observing the exceptional therapeutic effect and excellent safety by CA in the recurrent high-grade glioma patients in the Phase I study (NCT02728349), CA has been approved by China FDA for Phase II trial (NCT03758014). Our study strongly suggested that “educating” cancer cells, rather than killing them, is a good option for future anticancer therapy. We consider CA as a promising therapeutic agent for cancer.

## Supplementary Material

Supplementary figures and tables. Click here for additional data file.

## Figures and Tables

**Figure 1:**
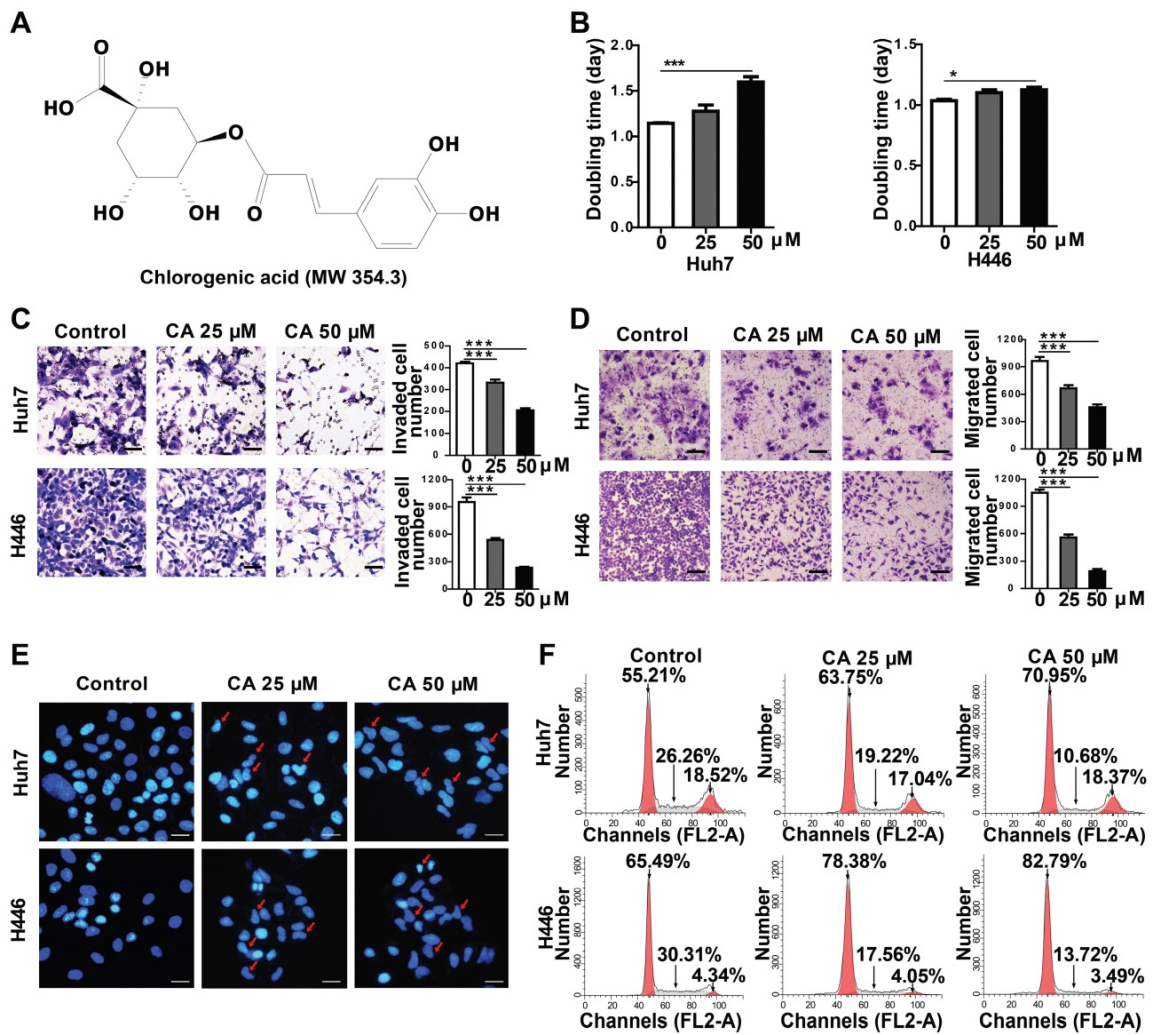
** Effect of CA on Huh7 and H446 cells. (A)** Chemical structure of CA. **(B)** Increased doubling time of Huh7 and H446 cells after treatment with CA (25 or 50 µM) on day-4. **(C)** The representative image of invading cells after exposure to CA (25 or 50 µM; 24 h. Scale bars indicate 10 μm). **(D)** The representative image of migrating cells after exposure to CA (25 or 50 µM; 24 h. Scale bars indicate 10 μm). **(E)** CA-induced morphological change in cellular nuclei (CA at 25 or 50 µM; 48 h). Red arrow indicates cell karyopyknosis (stained with DAPI; 400 ×; Bar, 10 μm). **(F)** Cell cycle analysis of Huh7 and H446 cells treated with CA (25 or 50 μM for 24 h). Compared with the solvent control, the number of cells in the G0/G1 phase increased from 55.21% to 63.75% (CA 25 μM) or 70.95% (CA 50 μM) in Huh7 cells, and from 65.49% to 78.38% (CA 25 μM) or 82.79% (CA 50 μM) in H446 cells. S-phase cells decreased from 26.26% to 19.22% (CA 25 μM) or 10.68% (CA 50 μM) in Huh7 cells and from 30.31% to 17.56% (CA 25 μM) or 13.72% (CA 50 μM) in H446 cells. All data are expressed as mean ± SEM. The experiments were done 3 times. * p < 0.05, *** p < 0.001.

**Figure 2:**
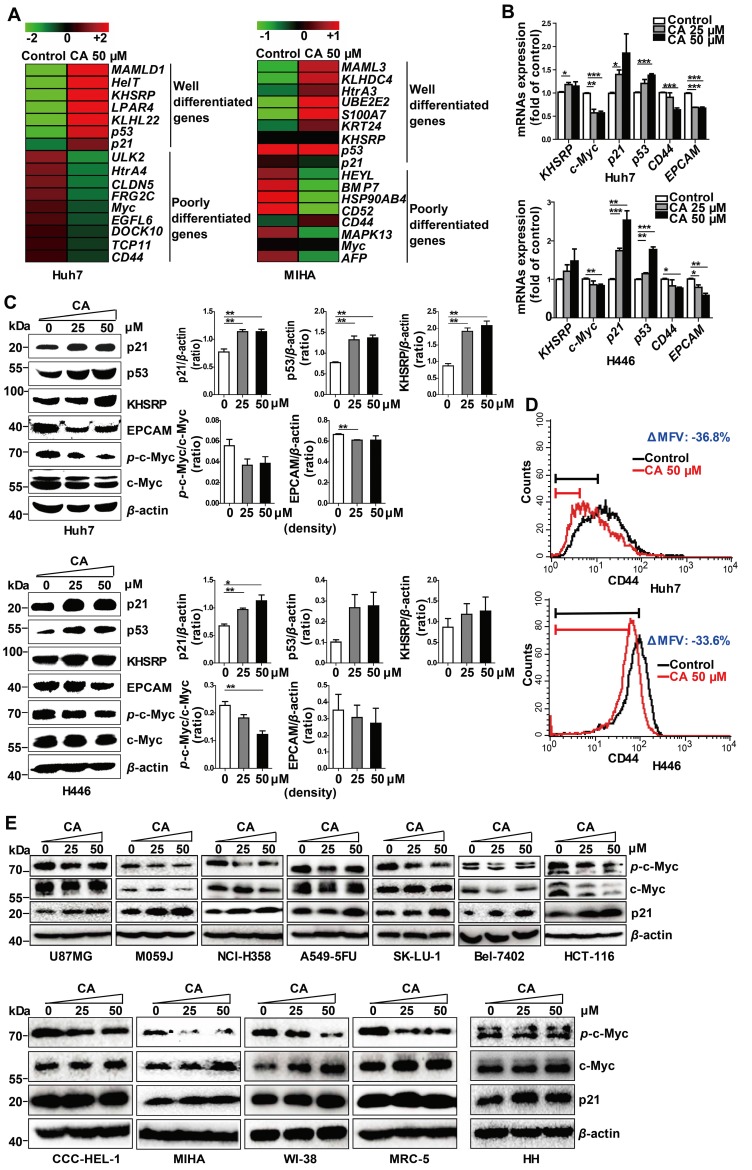
** CA regulated the expression of differentiation-related genes in Huh7 and H446 cells. (A)** mRNA expression of differentiation-related genes in Huh7 and MIHA cells treated with CA was analyzed by microarray and presented in the heat map, in which the red or green means relatively high or low gene expression, respectively. For Huh7 cells, CA up-regulated genes associated with differentiation, such as mastermind-like domain containing 1 (*MAMLD1*, fold change (FC) = +19.33), HEY-like transcription factor (*HelT*, FC = +9.92), K-homology splicing regulatory protein (*KHSRP*, FC = +7.01), lysophosphatidic acid receptor 4 (*LPAR4*, FC = +6.48), Kelch-like family member 22 (*KLHL22*, FC = +5.76), *p53* (FC = +4.01) and cyclin-dependent kinase inhibitor 1A (*CDKN1A*,* p21*, FC = +1.35); and it down-regulated genes associated with poor differentiation, such as Unc-51-like kinase 2 (*ULK2*, FC = -13.56), high-temperature requirement protein A4 (*HtrA4*, FC = -10.89), claudin 5 (*CLDN5*, FC = -10.53), FSHD region gene 2 family member C (*FRG2C*, FC = -9.48), V-myc avian myelocytomatosis viral oncogene homolog (*Myc*, FC = -6.86), EGF-like domain, multiple 6 (*EGFL6*, FC = -6.68), dedicator of cytokinesis 10 (*DOCK10*, FC = -5.36), T-complex 11 (*TCP11*, FC = -5.22) and *CD44* (FC = -1.50). The profile of MIHA cells was as comparison. **(B)** Change of mRNA expression in the microarray was verified by qRT-PCR assay both in Huh7 (upper) and H446 cells (lower). **(C)** Change of protein expression was confirmed by Western blotting in Huh7 (upper) and H446 cells (lower), and the results were normalized to that of *β*-actin. The density scanning was also performed. **(D)** Expression of CD44 in the Huh7 (upper) and H446 (lower) cells was evaluated by flow cytometry. To obtain the ΔMFV value, the mean fluorescence value (MFV) of the untreated control was subtracted by that of the MFV of CA treated group (50 μM). (E) Seven human solid tumor cell lines U87MG, M059J, NCI-H358, A549-5FU, SK-LU-1, Bel-7402, and HCT-116 (upper), 4 human non-cancer cell lines (CCC-HEL-1, MIHA, WI-38, and MRC-5), and primary human hepatocytes HH (lower) were treated with CA (25, 50 μM) for 24 h, followed by Western blotting for the protein expression of *p*-c-Myc, total c-Myc and p21. Data are presented as mean ± SEM. Three independent experiments were performed under identical condition. * p < 0.05, ** p < 0.01 and *** p < 0.001 (CA treated vs untreated control).

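The genes drawn in the Huh7 panel were also read on the arrays of MIHA cells treated with 50 μM of CA. Of the 7 genes that the panel lists as associated with differentiation, 6 had a probe and 5 were measured on both arrays. In these 5 genes, the log2 difference of the brightest probe lay between -0.15 and 0.23, and none reached 2-fold. MAMLD1 was at 0.01 and KLHL22 at 0.22, next to a single-spot SD of 0.16. LPAR4 was not well above background on either array, and HELT was not analysed here because no probe matched its name.
Of the 9 genes listed as associated with poor differentiation, 6 were measured on both arrays, and their differences ranged from -0.26 to 0.84, with a median of 0.12. None reached 2-fold, but CD44 was at 1.01 when the arrays were centred on the spike-in spots, at 0.99 with normexp background correction and at -0.02 as the mean over its probes. ULK2 was at 0.13 on its brightest probe and at -0.78 on another, CLDN5 at 0.10, DOCK10 at -0.26 and TCP11 at -0.06. HTRA4, FRG2C and EGFL6 were not well above background on either array. KHSRP, CDKN1A, MYC and CD44 are drawn in the panels of both cell lines.

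**Figure D2:**
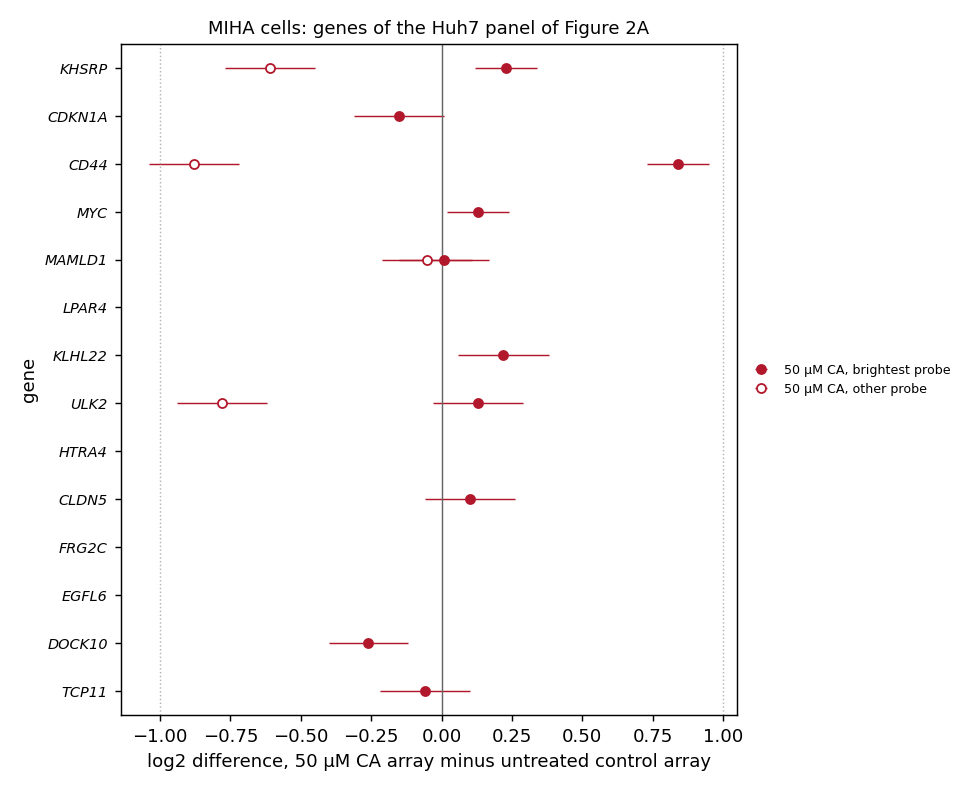
Log2 difference between the array of MIHA cells treated with 50 μM of CA and the untreated control array (x axis) for genes of the Huh7 panel of Figure 2A (y axis). Each point is a probe well above background on both arrays (filled, the brightest probe of the gene, and open, another probe), bars are the SD of a single spot at that brightness, dotted lines mark a 2-fold difference, and genes without a point had no such probe. Among the brightest probes, DOCK10 lies lowest at -0.26.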

**Figure 3:**
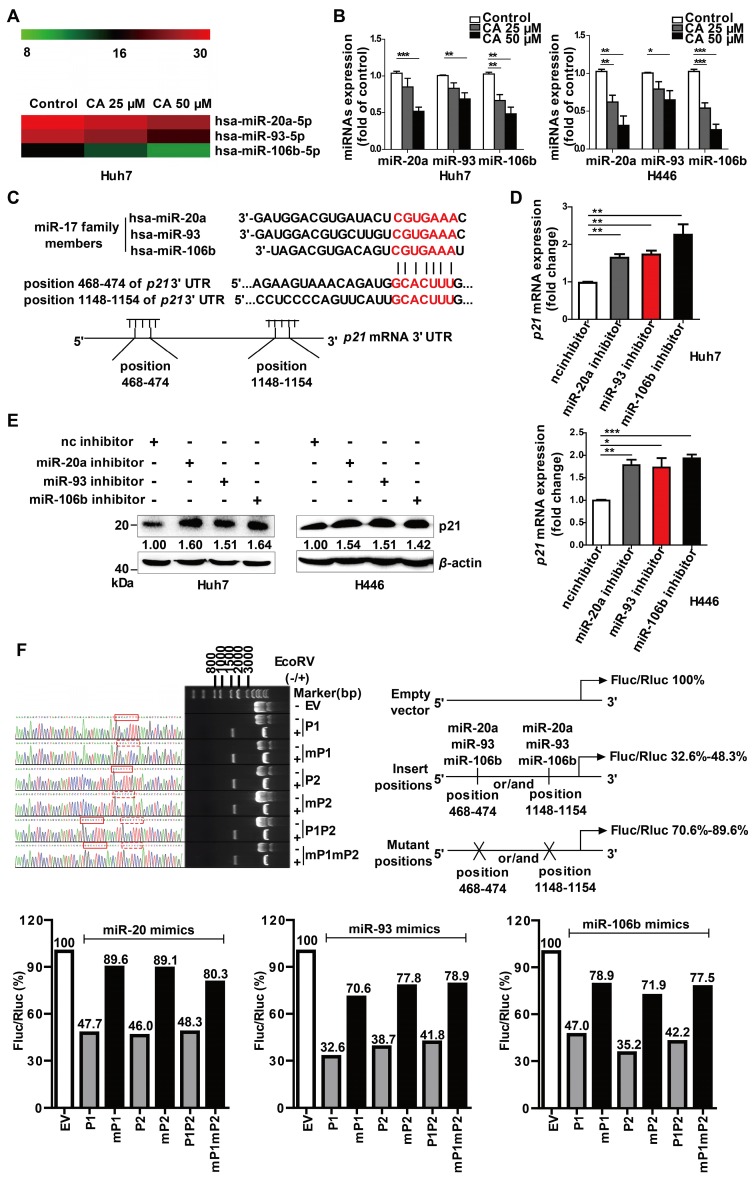
** P21 is the target gene of miR-20a, -93, and 106b, which were suppressed by CA. (A)** CA-caused expression change of the miR-17 family members is presented as the heat map, in which red or green means a relatively high or low expression of the genes, respectively; hsa,* Homo sapiens*. **(B)** Expression change of the miR-17 family members by CA in Huh7 (left) or H446 (right) cells was verified by qRT-PCR. Huh7 and H446 cells were treated with CA (25 or 50 μM for 24 h) followed by various measurements; data shown are mean ± SEM of 3 independent experiments (* p < 0.05, ** p < 0.01, *** p < 0.001, CA treated vs untreated). **(C)** Seed sequence of miR-17 family complemented to the *p21* mRNA 3' UTR was identified by using existing bio-information websites; the seed sequence of the miR-17 members 5'-AAAGUGC-3' and the complementary sequence in the *p21* mRNA 3' UTR are marked in red. **(D)** *p21* mRNA expression in Huh7 (left) and H446 (right) cells was assessed by RT- qPCR following treatment of cells with inhibitors of the miR-17 members; data shown are mean ± SEM of 3 independent experiments (* p < 0.05, ** p < 0.01 and *** p < 0.001, miRs inhibitor vs negative control inhibitor, nc inhibitor). **(E)** P21 protein expression in the Huh7 (left) and H446 (right) cells treated with miR-17 inhibitor by Western blotting. **(F)** P21 was identified as a target gene of miR-17 members, using dual luciferase reporter assay; three pairs of vectors were constructed, and the study fragments were obtained using specific primers, forward: 5'-GAAATTTGTGATGCTATTGC-3' and reverse: 5'-GCAATAGCATCACAAATTT-3', followed by sequencing. P1 represents a successful insertion into the oligonucleotide sequence of* p21* 3' UTR at position 468-474 (GCACTTT), the binding site of the miR-17 members (solid red line box), and mP1 is an insertion into the mutant sequence of *p21* 3' UTR at position 468-474 (GCA*TCC*, dashed red box). P2 represents an insertion into the oligonucleotide sequence of* p21* 3' UTR at position 1148-1154, the binding site of the miR-17 members, and mP2 is an insertion into the mutant sequences of *p21* 3' UTR at position 1148-1154 (GCA*TCC*). P1P2 are insertions into the oligonucleotide sequences of *p21* 3' UTR at both positions 468-474 and 1148-1154, the binding sites of miR-17 members, and mP1mP2 represent insertions into the mutant sequences of *p21* 3' UTR at positions 468-474 and 1148-1154 (GCA*TCC*). The data were normalized to EV as 100%. EV stands for empty vector.

**Figure 4:**
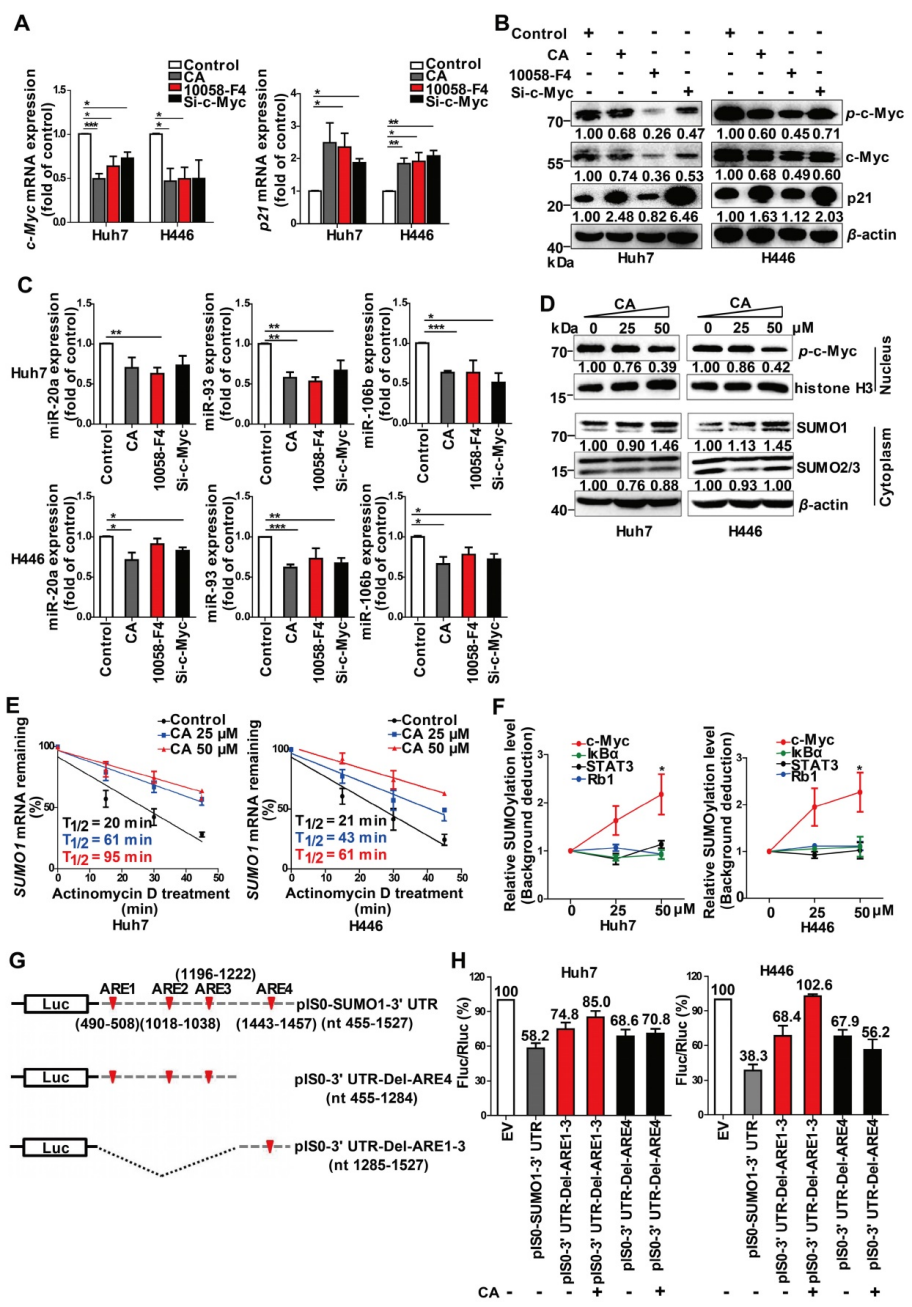
** SUMOylation of c-Myc by CA decreased *p*-c-Myc and miR-17 family and increased p21.** Huh7 and H446 cells were treated with CA (50 μM), or 10058-F4 (30 μM, c-Myc-specific inhibitor), or c-Myc siRNA (50 nM), respectively, for 24 h. **(A)** Expression of *c-Myc* (left) and *p21* (right) mRNAs by qRT-PCR assay. **(B)** Protein expression of *p*-c-Myc, total c-Myc, and p21 in Huh7 (left) and H446 (right) cells by Western blotting; the results were normalized to *β*-actin in density scanning with the control group as 1. **(C)** Levels of the miR-17 members in Huh7 (upper) and H446 (lower) cells, treated with CA or 10058-F4 or c-Myc siRNA at conditions mentioned above, assessed by qRT-PCR. **(D)** Expression of nuclear protein *p*-c-Myc in Huh7 (left) and H446 (right) cells by Western blotting and normalized to histone H3 with density scanning (upper); Cytoplasmic proteins SUMO1 and SUMO2/3 in Huh7 and H446 cells determined by Western blotting and normalized to *β*-actin (lower), with the control (0 μM) as 1. **(E)** CA increased *SUMO1* mRNA stability. Huh7 (left) and H446 (right) cells were treated or untreated with CA for 12 h. Subsequently, actinomycin D (5 μM) was added at indicated time points. mRNA degradation was analyzed by qRT-PCR. Decay curves were plotted versus time. **(F)** Sumoylation of c-Myc, I*κ*B*α*, Rb1, and STAT3 in Huh7 (left) and H446 (right) cells treated with CA (25, 50 μM,) was analyzed using the EpiQuik^TM^ Protein Sumoylation Assay Kit (Epigentek). **(G)** Schematic presentation of the *SUMO1* mRNA 3' UTR inserted into pIS0 vector and construction of Luc-*SUMO1* mRNA 3' UTR fusions. **(H)** ARE-4 region involved in the stabilizing effect of CA on *SUMO1* mRNA, using dual luciferase reporter assay. Data were normalized to EV as 100%. EV stands for empty vector of pIS0. All data are presented as mean ± SEM of 3 independent experiments. * p < 0.05, ** p < 0.01 and *** p < 0.001 (treated vs untreated control).

**Figure 5:**
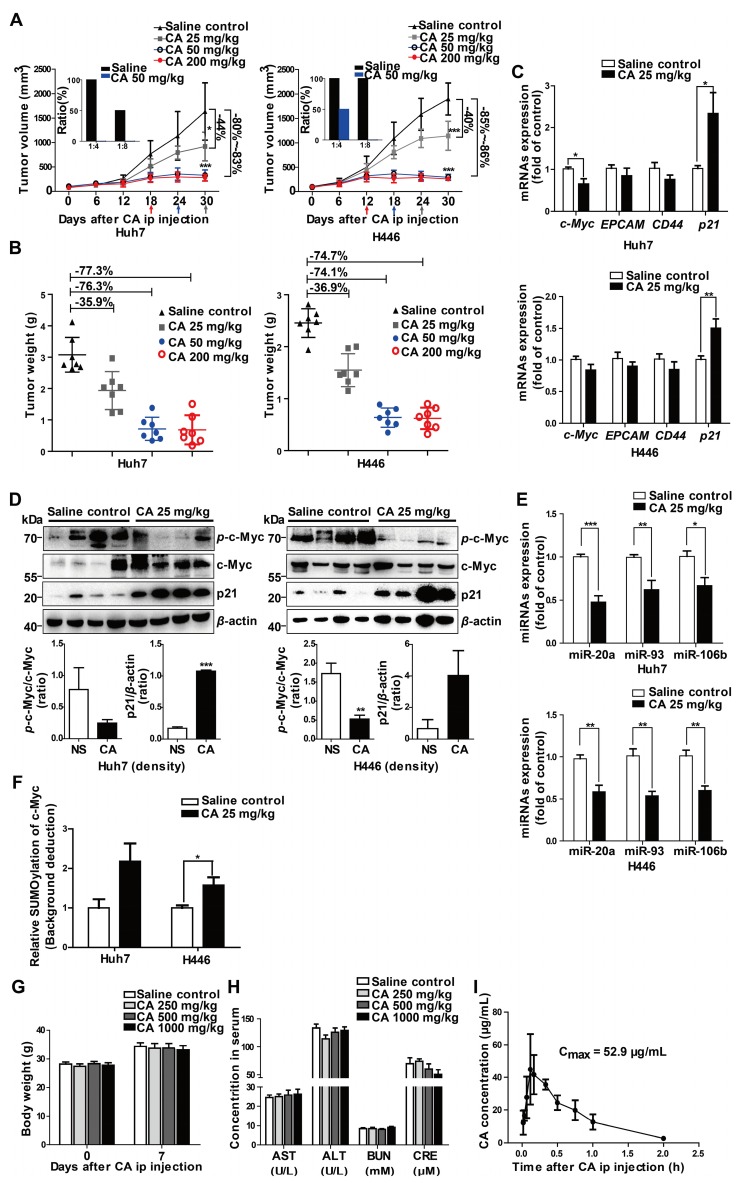
** CA terminated Huh7 and H446 tumor growth *in vivo.* (A)** Tumor growth inhibition by CA (ip, 25 or 50 or 200 mg/kg/d) in NOD/SCID mice inoculated with Huh7 (left) or H446 (right) cells. Arrows indicate the xenograft tumor entered non-growth phase, after treatment with CA at different doses. Tumor tissues taken from the CA-treated mice largely lost tumorigenicity after re-implantation of the tumor cells into naïve mice for 28 days (inserts, n = 4). Data are presented as mean ± SD. * p < 0.05 and *** p < 0.001 (CA treated versus saline control). **(B)** Tumor weight in the NOD/SCID mice inoculated with Huh7 (left) or H446 (right) cells followed by CA treatment (ip, 25 or 50 or 200 mg/kg/d) and saline treatment used as a control. CA treatment (ip, 25 mg/kg/d or 50 mg/kg/d or 200 mg/kg/d) yielded 35.91%, 76.34% or 77.33% tumor weight inhibition of Huh7 tumors and 36.90%, 74.14% or 74.72% tumor weight reduction of H446 tumors, respectively. **(C)** mRNA expression of the study genes in Huh7 (upper) or H446 (lower) tumor tissues taken from the mice treated with CA (25 mg/kg/d) was examined by qRT-PCR (n = 6). **(D)** Protein expression of c-Myc and p21 in Huh7 (left) or H446 (right) tumors was analyzed by Western blotting (n = 6, upper panel). Density scanning results are presented as well (lower panel). **(E)** Expression levels of miR-17 family members in Huh7 (upper) or H446 (lower) tumors taken from the CA-treated mice was assessed by qRT-PCR (n = 6). **(F)** The nucleus sumoylation of c-Myc in Huh7 or H446 tumors was measured using EpiQuik^TM^ Protein Sumoylation Assay Kit (n = 6). **(G)** Body weight measurement on day-7 after CA injection (ip; 1000, or 500, or 250 mg/kg/d; n = 10 for each group). **(H)** Liver and kidney function remained normal after CA treatment. AST: aspartate transaminase (U/L); ALT: alanine aminotransferase (U/L); BUN: blood urea nitrogen (mM); CRE: creatine (μM). The data are presented as mean ± SEM. * p < 0.05, ** p < 0.01 and *** p < 0.001 (CA treated versus normal saline control). **(I)** C_max_ of CA in rats was measured after ip injection of CA (75 mg/kg). Three rats were used for each time point. C_max_, the maximum concentration in blood. Data are presented as mean ± SD.

**Figure 6:**
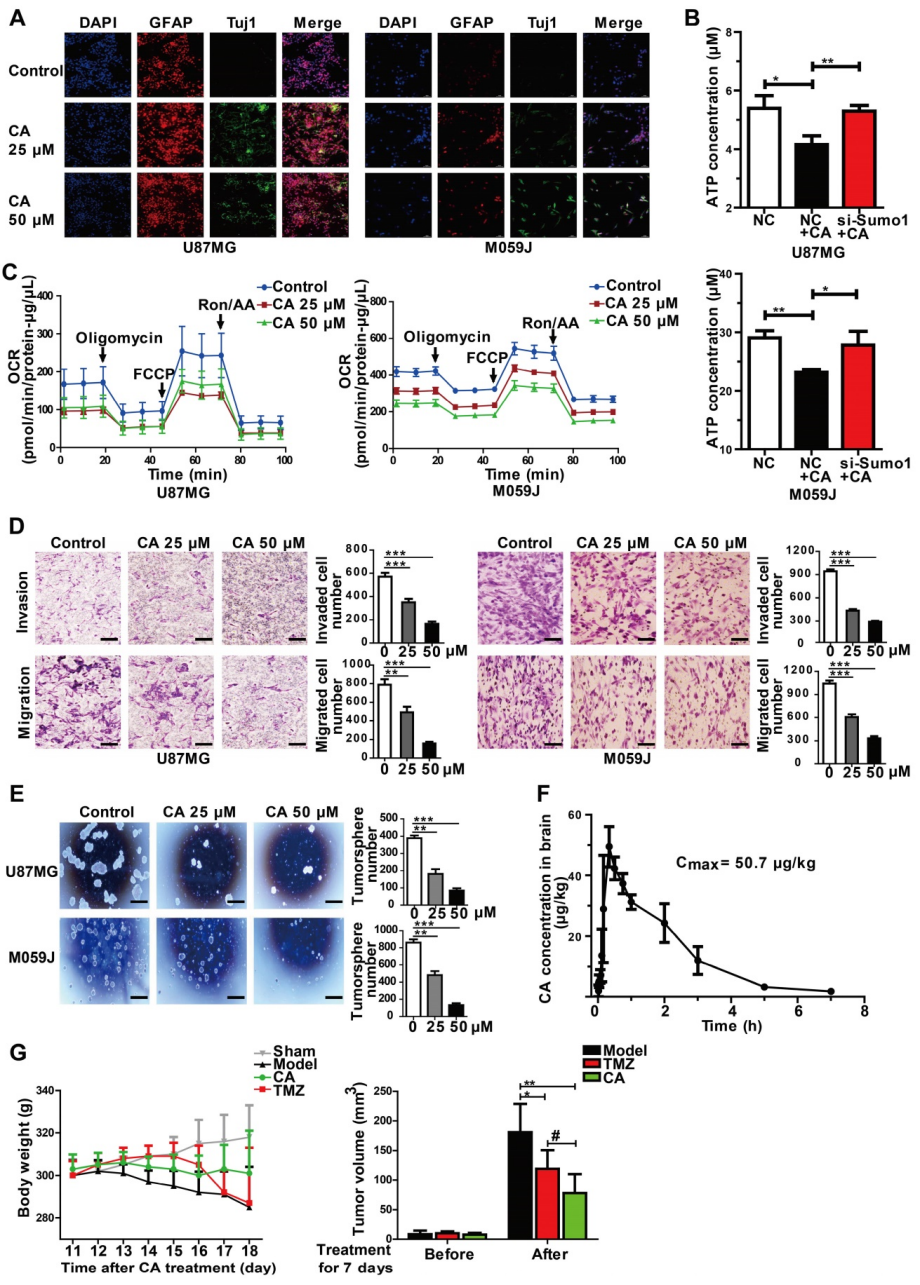
** CA is effective for glioma cells *in vitro* and *in vivo.* (A)** Immunofluorescence assay was shown the expression of glioma cell differentiation markers, GFAP (the astrocyte marker) and Tuj1 (the neuron marker) in U87MG and M059J cells after exposure to CA (Bar = 50 μm). **(B)** Total ATP level was detected by measuring the luminescence in U87MG and M059J cells after respective treatment. **(C)** Mitochondrial stress test of U87MG and M059J cells after exposure to CA. Oxygen consumption rate (OCR) was calculated by the Seahorse XF-24 analysis. **(D)** Representative images of invasion (upper) and migration (lower) of U87MG and M059J cells after exposure to CA. Data are presented as mean ± SEM, ** p < 0.01, *** p < 0.001 (CA treated versus untreated control. Scale bars indicate 10 μm). **(E)** Glioma cell sphere formation of U87MG (upper) and M059J (lower) cells after exposure to CA stained with 0.4% Trypan blue, calculated and observed at 200 × magnifications under the microscope. Data are presented as mean ± SEM, ** p < 0.01, *** p < 0.001 (CA treated versus untreated control. Scale bars indicate 10 μm). **(F)** CA concentration in the brain was measured at consecutive time points post injection (ip) with 3 rats for each time point. **(G)** CA treatment (75 mg/kg, ip, bid, for 7 days) did not significantly reduce the body weight of the rats as compared to the sham group (left), and inhibited the C6 glioma tumor growth in rats with a higher inhibitory efficacy than that of temozolomide (right; 20 mg/kg/d, oral, for 5 days). Data are presented as mean ± SD, ^#^ p < 0.05, CA group versus TMZ group; * p < 0.05, ** p < 0.01, CA or TMZ group versus model group; n = 6 for each group).

## Abbreviations

CA: chlorogenic acid
DMSO: dimethyl sulfoxide
ATO: arsenic trioxide
ATRA: all-trans retinoic acid
ROS: reactive oxygen species
CFDA: China food and drug administration
OCR: oxygen consumption rate
TMZ: temozolomide
pRb: retinoblastoma protein
EAPP: E2F-associated phosphor-protein
PCNA: proliferating cell nuclear antigen
P-gp: P-glycoprotein
Td: doubling-time
miRNAs: microRNAs
SUMO1: small ubiquitin-like modifier 1
qRT-PCR: quantitative real-time PCR
AREs: AU-rich elements
FCCP: carbonyl cyanide p-trifluoro-methoxyphenyl hydrazine
Ron/AA: rotenone plus antimiycin A
TIR: tumor inhibition rate
TV: tumor volume

## References

[1] Cantone I, Fisher AG (2013). Epigenetic programming and reprogramming during development. Nat Struct Mol Biol.

[2] Chen CZ, Li L, Lodish HF, Bartel DP (2004). MicroRNAs modulate hematopoietic lineage differentiation. Science.

[3] Lazebnik Y (2010). What are the hallmarks of cancer?. Nat Rev Cancer.

[4] McAvoy JW, Chamberlain CG (1989). Fibroblast growth factor (FGF) induces different responses in lens epithelial cells depending on its concentration. Development.

[5] Zeng F, Chen X, Cui W, Wen W, Lu F, Sun X (2018). RIPK1 binds MCU to mediate induction of mitochondrial Ca^2+^ uptake and promotes colorectal oncogenesis. Cancer Res.

[6] Pályi I (1988). Heterogeneity of the response to inducers of differentiation and to cytostatics of tumor cell populations. Pathol Res Pract.

[7] Zhang LP, Jiang JK, Tam JW, Zhang Y, Liu XS, Xu XR (2001). Effects of Matrine on proliferation and differentiation in K-562 cells. Leuk Res.

[8] Huang ME, Ye YC, Chen SR, Chai JR, Lu JX, Zhao L (1988). Use of all-trans retinoic acid in the treatment of acute promyelocytic leukemia. Blood.

[9] Warrell RP Jr, Frankel SR, Miller WH Jr, Scheinberg DA, Itri LM, Hittelman WN (1991). Differentiation therapy of acute promyelocytic leukemia with tretinoin (all-trans-retinoic acid). N Engl J Med.

[10] Ma H, Yang J (2015). Insights into the all-trans-retinoic acid and arsenic trioxide combination treatment for acute promyelocytic leukemia: a meta-analysis. Acta Haematol.

[11] Shepshelovich D, Oniashvili N, Parnes D, Klein A, Muchtar E, Yeshaya J (2015). Acute promyelocytic leukemia with isochromosome 17q and cryptic PML-RARA successfully treated with all-trans retinoic acid and arsenic trioxide. Cancer Genet.

[12] Zhang XW, Yan XJ, Zhou ZR, Yang FF, Wu ZY, Sun HB (2010). Arsenic trioxide controls the fate of the PML-RARalpha oncoprotein by directly binding PML. Science.

[13] Emadi A, Gore SD (2010). Arsenic trioxide - an old drug rediscovered. Blood Rev.

[14] Doonan JH, Sablowski R (2010). Walls around tumours - why plants do not develop cancer. Nat Rev Cancer.

[15] Freeling M (1992). A conceptual framework for maize leaf development. Dev Biol.

[16] Koroleva OA, Gibson TM, Cramer R, Stain C (2010). Glucosinolate-accumulating S-cells in arabidopsis leaves and flower stalks undergo programmed cell death at early stages of differentiation. Plant J.

[17] Vanyushin BF, Ashapkin VV, Aleksandrushkina NI (2017). Regulatory peptides in plants. Biochemistry (Mosc).

[18] Marhava P, Bassukas AEL, Zourelidou M, Kolb M, Moret B, Fastner A (2018). A molecular rheostat adjusts auxin flux to promote root protophloem differentiation. Nature.

[19] Benjamins R, Scheres B (2008). Auxin: the looping star in plant development. Annu Rev Plant Biol.

[20] Fenech M, Amaya I, Valpuesta V, Botella MA (2019). Vitamin C content in fruits: biosynthesis and regulation. Front Plant Sci.

[21] Schmidt R, Schippers JH (2015). ROS-mediated redox signaling during cell differentiation in plants. Biochim Biophys Acta.

[22] Spoel SH, Dong X (2012). How do plants achieve immunity? Defence without specialized immune cells. Nat Rev Immunol.

[23] Zhang B, Chen N, Chen H, Wang Z, Zheng Q (2012). The critical role of redox homeostasis in shikonin-induced HL-60 cell differentiation via unique modulation of the Nrf2/ARE pathway. Oxid Med Cell Longev.

[24] Zhang TD, Chen GQ, Wang ZG, Wang ZY, Chen SJ, Chen Z (2001). Arsenic trioxide, a therapeutic agent for APL. Oncogene.

[25] Honma Y (2002). Cotylenin A-a plant growth regulator as a differentiation-inducing agent against myeloid leukemia. Leuk Lymphoma.

[26] Yang H, Yuan B, Li L, Chen H, Li F (2004). HPLC determination and pharmacokinetics of chlorogenic acid in rabbit plasma after an oral dose of Flos Lonicerae extract. J Chromatogr Sci.

[27] Watanabe T, Arai Y, Mitsui Y, Kusaura T, Okawa W, Kajihara Y (2006). The blood pressure-lowering effect and safety of chlorogenic acid from green coffee bean extract in essential hypertension. Clin Exp Hypertens.

[28] Yonathan M, Asres K, Assefa A, Bucar F (2006). In vivo anti-inflammatory and anti-nociceptive activities of cheilanthes farinosa. J Ethnopharmacol.

[29] Liang N, Kitts DD (2015). Role of chlorogenic acids in controlling oxidative and inflammatory stress conditions. Nutrients.

[30] Park SH, Baek SI, Yun J, Lee S, Yoon DY, Jung JK (2015). IRAK4 as a molecular target in the amelioration of innate immunity-related endotoxic shock and acute liver injury by chlorogenic acid. J Immunol.

[31] Nakashima H, Tsujimura K, Irie K, Ishizu M, Pan M, Kameda T (2018). Canonical TGF-β signaling negatively regulates neuronal morphogenesis through TGIF/Smad complex-mediated CRMP2 suppression. J Neurosci.

[32] Guilbaud NF, Gas N, Dupont MA, Valette A (1990). Effects of differentiation-inducing agents on maturation of human MCF-7 breast cancer cells. J Cell Physiol.

[33] Kokubun K, Pankajakshan D, Kim MJ, Agrawal DK (2016). Differentiation of porcine mesenchymal stem cells into epithelial cells as a potential therapeutic application to facilitate epithelial regeneration. J Tissue Eng Regen Med.

[34] Kumar P, Luo Y, Tudela C, Alexander JM, Mendelson CR (2013). The c-Myc-regulated microRNA-17~92 (miR-17~92) and miR-106a~363 clusters target hCYP19A1 and hGCM1 to inhibit human trophoblast differentiation. Mol Cell Biol.

[35] Shiras A, Bhosale A, Shepal V, Shukla R, Baburao VS, Prabhakara K (2003). A unique model system for tumor progression in GBM comprising two developed human neuro-epithelial cell lines with differential transforming potential and coexpressing neuronal and glial markers. Neoplasia.

[36] Ying M, Wang S, Sang Y, Sun P, Lal B, Goodwin CR (2011). Regulation of glioblastoma stem cells by retinoic acid: role for Notch pathway inhibition. Oncogene.

[37] Martín-Lorenzo A, Auer F, Chan LN, García-Ramírez I, González-Herrero I, Rodríguez-Hernández G (2018). Loss of Pax5 exploits Sca1-BCR-ABL^p190^ susceptibility to confer the metabolic shift essential for pB-ALL. Cancer Res.

[38] Nguyen PH, Giraud J, Staedel C, Chambonnier L, Dubus P, Chevret E (2016). All-trans retinoic acid targets gastric cancer stem cells and inhibits patient-derived gastric carcinoma tumor growth. Oncogene.

[39] Hasselbach LA, Irtenkauf SM, Lemke NW, Nelson KK, Berezovsky AD, Carlton ET (2014). Optimization of high grade glioma cell culture from surgical specimens for use in clinically relevant animal models and 3D immunochemistry.

[40] Stupp R, Taillibert S, Kanner AA, Kesari S, Steinberg DM, Toms SA (2015). Maintenance therapy with tumor-treating fields plus temozolomide vs temozolomide alone for glioblastoma: a randomized clinical trial. Jama.

[41] Mattoscio D, Chiocca S (2015). SUMO pathway components as possible cancer biomarkers. Future Oncol.

[42] Eifler K, Vertegaal ACO (2015). SUMOylation-mediated regulation of cell cycle progression and cancer. Trends Biochem Sci.

[43] Sharma P, Yamada S, Lualdi M, Dasso M, Kuehn MR (2013). Senp1 is essential for desumoylating Sumo1-modified proteins but dispensable for Sumo2 and Sumo3 deconjugation in the mouse embryo. Cell Rep.

[44] Jiang M, Chiu SY, Hsu W (2011). SUMO-specific protease 2 in Mdm2-mediated regulation of p53. Cell Death Differ.

[45] Meng F, Qian J, Yue H, Li X, Xue K (2016). SUMOylation of Rb enhances its binding with CDK2 and phosphorylation at early G1 phase. Cell Cycle.

[46] Zhou Z, Wang M, Li J, Xiao M, Chin YE, Cheng J (2016). SUMOylation and SENP3 regulate STAT3 activation in head and neck cancer. Oncogene.

[47] Geoffroy MC, Jaffray EG, Walker KJ, Hay RT (2010). Arsenic-induced SUMO-dependent recruitment of RNF4 into PML nuclear bodies. Mol Biol Cell.

[48] Dohmen RJ (2015). SUMO wrestles down myc. Cell Cycle.

[49] Sabò A, Doni M, Amati B (2014). SUMOylation of myc-family proteins. PLoS One.

[50] Wang X, Cunningham M, Zhang X, Tokarz S, Laraway B, Troxell M (2011). Phosphorylation regulates c-Myc's oncogenic activity in the mammary gland. Cancer Res.

[51] Ivanovska I, Ball AS, Diaz RL, Magnus JF, Kibukawa M, Schelter JM (2008). MicroRNAs in the miR-106b family regulate p21/CDKN1A and promote cell cycle progression. Mol Cell Biol.

[52] Wang Z, Liu M, Zhu H, Zhang W, He S, Hu C (2010). Suppression of p21 by c-Myc through members of miR-17 family at the post-transcriptional level. Int J Oncol.

[53] Pandey D, Chen F, Patel A, Wang CY, Dimitropoulou C, Patel VS (2011). SUMO1 negatively regulates reactive oxygen species production from NADPH oxidases. Arterioscler Thromb Vasc Biol.

[54] Medina PP, Nolde M, Slack FJ (2010). OncomiR addiction in an in vivo model of microRNA-21-induced pre-B-cell lymphoma. Nature.

[55] Dimitrova N, Gocheva V, Bhutkar A, Resnick R, Jong RM, Miller KM (2016). Stromal expression of miR-143/145 promotes neoangiogenesis in lung cancer development. Cancer Discov.

[56] Lujambio A, Lowe SW (2012). The microcosmos of cancer. Nature.

[57] Meltzer PS (2005). Cancer genomics: small RNAs with big impacts. Nature.

[58] Cordes KR, Sheehy NT, White MP, Berry EC, Morton SU, Muth AN (2009). miR-145 and miR-143 regulate smooth muscle cell fate and plasticity. Nature.

[59] Mitra AK, Zillhardt M, Hua Y, Tiwari P, Murmann AE, Peter ME (2012). MicroRNAs reprogram normal fibroblasts into cancer-associated fibroblasts in ovarian cancer. Cancer Discov.

[60] Zhang Y, Yang P, Sun T, Li D, Xu X, Rui Y (2013). miR-126 and miR-126* repress recruitment of mesenchymal stem cells and inflammatory monocytes to inhibit breast cancer metastasis. Nat Cell Biol.

[61] Jin X, Jin X, Kim LJY, Dixit D, Jeon HY, Kim EJ (2018). Inhibition of ID1-BMPR2 intrinsic signaling sensitizes glioma stem cells to differentiation therapy. Clin Cancer Res.

[62] Zheng R, Pan L, Gao J, Ye X, Chen L, Zhang X (2015). Prognostic value of miR-106b expression in breast cancer patients. J Surg Res.

[63] Foshay KM, Gallicano GI (2009). miR-17 family miRNAs are expressed during early mammalian development and regulate stem cell differentiation. Dev Biol.

[64] Yang S, Zhang H, Guo L, Zhao Y, Chen F (2014). Reconstructing the coding and non-coding RNA regulatory networks of miRNAs and mRNAs in breast cancer. Gene.

[65] Li BK, Huang PZ, Qiu JL, Liao YD, Hong J, Yuan YF (2014). Upregulation of microRNA-106b is associated with poor prognosis in hepatocellular carcinoma. Diagn Pathol.

[66] Li XP, Zhang XW, Zheng LZ, Guo WJ (2015). Expression of CD44 in pancreatic cancer and its significance. Int J Clin Exp Pathol.

[67] Hermeking H, Rago C, Schuhmacher M, Li Q, Barrett JF, Obaya AJ (2000). Identification of CDK4 as a target of c-MYC. Proc Natl Acad Sci U S A.

[68] Stine ZE, Walton ZE, Altman BJ, Hsieh AL, Dang CV (2015). MYC, Metabolism, and Cancer. Cancer Discov.

[69] O'Donnell KA, Wentzel EA, Zeller KI, Dang CV, Mendell JT (2005). c-Myc-regulated microRNAs modulate E2F1 expression. Nature.

[70] Ogata T, Sano S, Nagata E, Kato F, Fukami M (2012). MAMLD1 and 46, XY disorders of sex development. Semin Reprod Med.

[71] Nicastro G, García-Mayoral MF, Hollingworth D, Kelly G, Martin SR, Briata P (2012). Noncanonical G recognition mediates KSRP regulation of let-7 biogenesis. Nat Struct Mol Biol.

[72] Trabucchi M, Briata P, Garcia-Mayoral M, Haase AD, Filipowicz W, Ramos A (2009). The RNA-binding protein KSRP promotes the biogenesis of a subset of microRNAs. Nature.

[73] Matayoshi S, Chiba S, Lin Y, Arakaki K, Matsumoto H, Nakanishi T (2013). Lysophosphatidic acid receptor 4 signaling potentially modulates malignant behavior in human head and neck squamous cell carcinoma cells. Int J Oncol.

[74] Metzger T, Kleiss C, Sumara I (2013). CUL3 and protein kinases: insights from PLK1/KLHL22 interaction. Cell Cycle.

[75] Powell E, Piwnica-Worms D, Piwnica-Worms H (2014). Contribution of p53 to metastasis. Cancer Discov.

[76] Sinha VC, Qin L, Li Y (2015). A p53/ARF-dependent anticancer barrier activates senescence and blocks tumorigenesis without impacting apoptosis. Mol Cancer Res.

[77] Somasundaram K, Zhang H, Zeng YX, Houvras Y, Peng Y, Zhang H (1997). Arrest of the cell cycle by the tumour-suppressor BRCA1 requires the CDK-inhibitor p21WAF1/CiP1. Nature.

[78] Cheng M, Olivier P, Diehl JA, Fero M, Roussel MF, Roberts JM (1999). The p21(Cip1) and p27(Kip1) CDK 'inhibitors' are essential activators of cyclin D-dependent kinases in murine fibroblasts. Embo j.

[79] Dolan DW, Zupanic A, Nelson G, Hall P, Miwa S, Kirkwood TB (2015). Integrated stochastic model of DNA damage repair by non-homologous end joining and p53/p21-mediated early senescence signalling. PLoS Comput Biol.

[80] Abbas T, Dutta A (2009). p21 in cancer: intricate networks and multiple activities. Nat Rev Cancer.

[81] Vousden KH, Prives C (2009). Blinded by the light: the growing complexity of p53. Cell.

[82] Andorfer P, Rotheneder H (2011). EAPP: gatekeeper at the crossroad of apoptosis and p21-mediated cell-cycle arrest. Oncogene.

[83] Wiese C, Rudolph JH, Jakob B, Fink D, Tobias F, Blattner C (2012). PCNA-dependent accumulation of CDKN1A into nuclear foci after ionizing irradiation. DNA Repair (Amst).

[84] Ren T, Wang Y, Wang C, Zhang M, Huang W, Jiang J (2017). Isolation and identification of human metabolites from a novel anti-tumor candidate drug 5-chlorogenic acid injection by HPLC-HRMS/MS^n^ and HPLC-SPE-NMR. Anal Bioanal Chem.

[85] Erk T, Hauser J, Williamson G, Renouf M, Steiling H, Dionisi F (2014). Structure- and dose-absorption relationships of coffee polyphenols. Biofactors.

[86] Poquet L, Clifford MN, Williamson G (2008). Transport and metabolism of ferulic acid through the colonic epithelium. Drug Metab Dispos.

# Supplementary material for: Chlorogenic acid effectively treats cancers through induction of cancer cell differentiation
**Source:** Theranostics. 2019 Sep 19;9(23):6745–63. doi: 10.7150/thno.34674
**Supplement:** Supplementary file 1 — Supplementary figures and tables.

Supplementary Figures

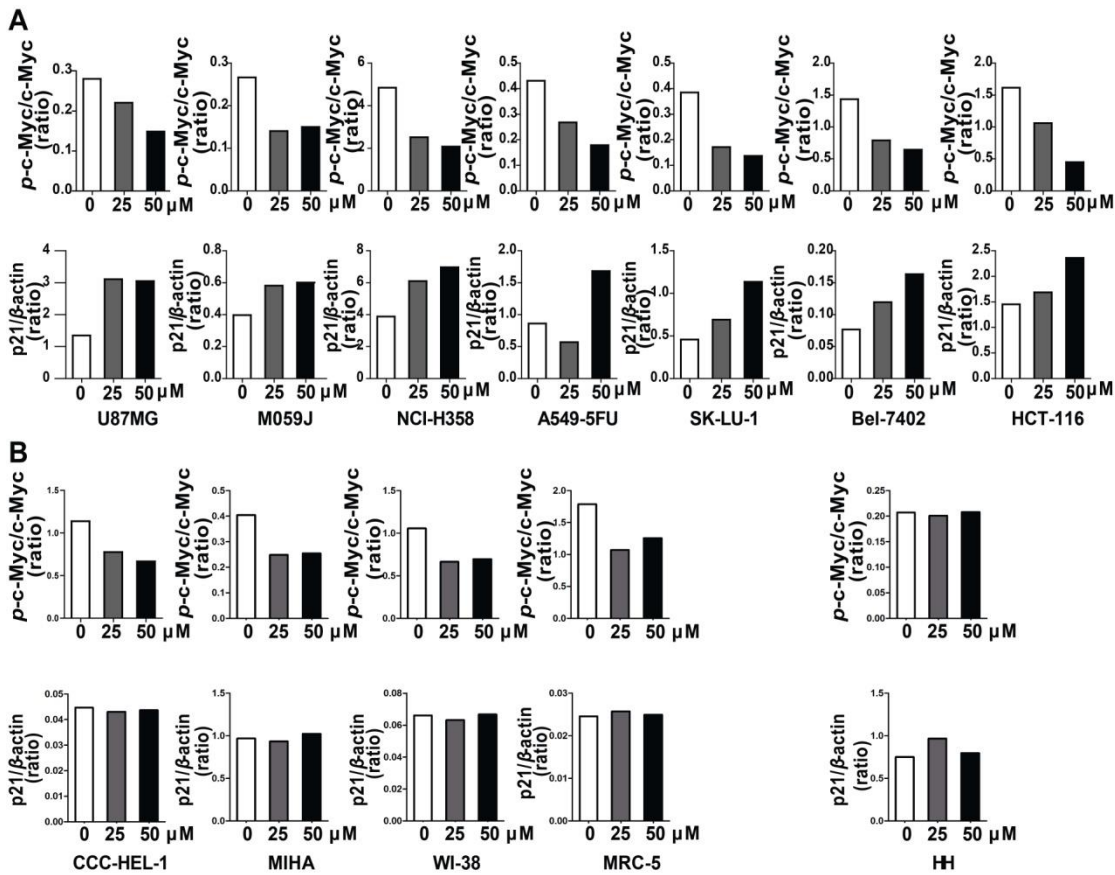

Supplementary Figure S1. CA-caused gene expression changes (density scanning part).

(A) CA-caused gene expression changes in cancer cell lines.

(B) CA-caused gene expression changes in non-cancer cell lines and primary human hepatocytes.

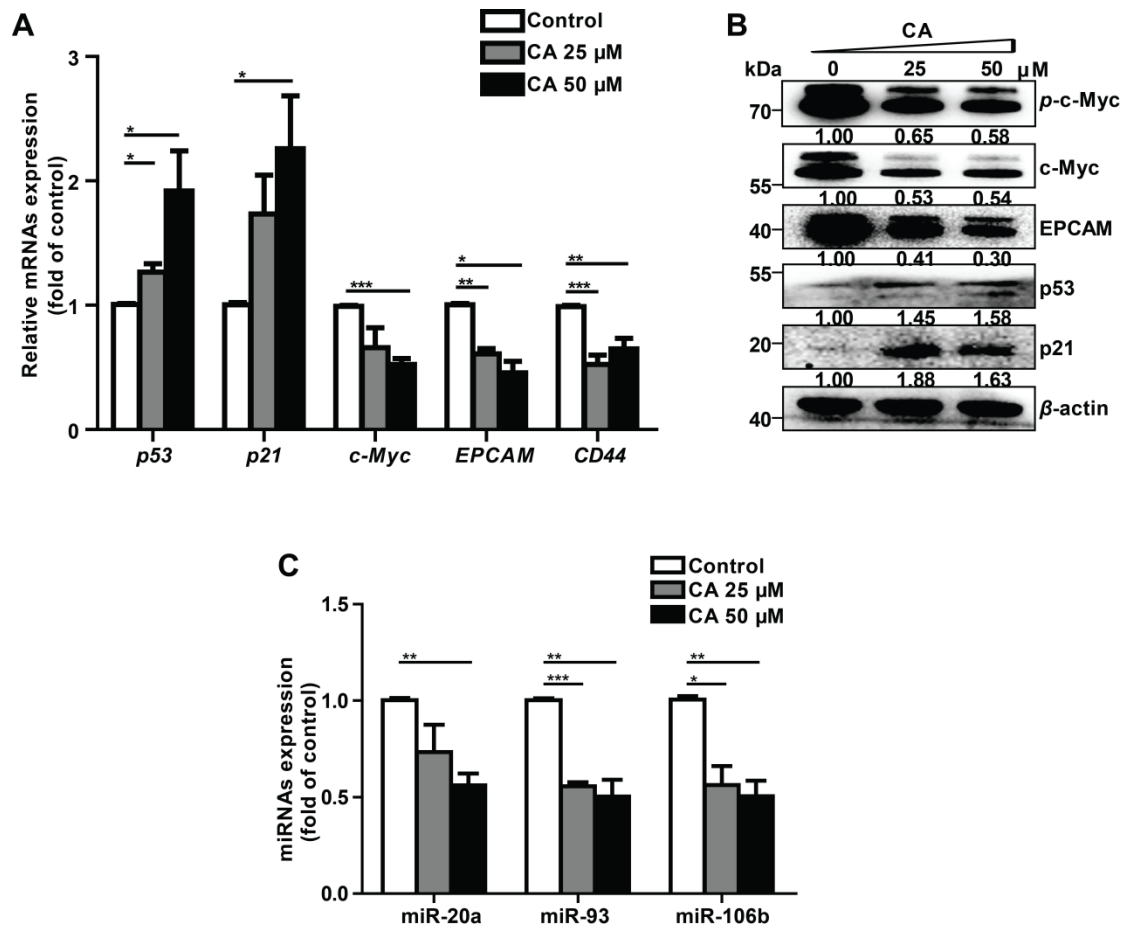

**Supplementary Figure S2. CA-induced differentiation of iPS cells.**

(A) Human iPS cells were treated with CA (25 or 50  $\mu$ M), followed by biological tests. mRNA expression of the differentiation-related genes in the iPS cells was assessed by qRT-PCR.

(B) Protein expression in the iPS cells was evaluated by Western blotting and the results were normalized to  $\beta$ -actin in density ratio with the untreated group set as 1.

(C) Expression of miR-17 members in the iPS cells was assessed by qRT-PCR.

All data are presented as mean  $\pm$  SEM of 3 independent experiments. \*  $p < 0.05$ , \*\*  $p < 0.01$  and

\*\*\*  $p < 0.001$  (CA treated vs untreated control).

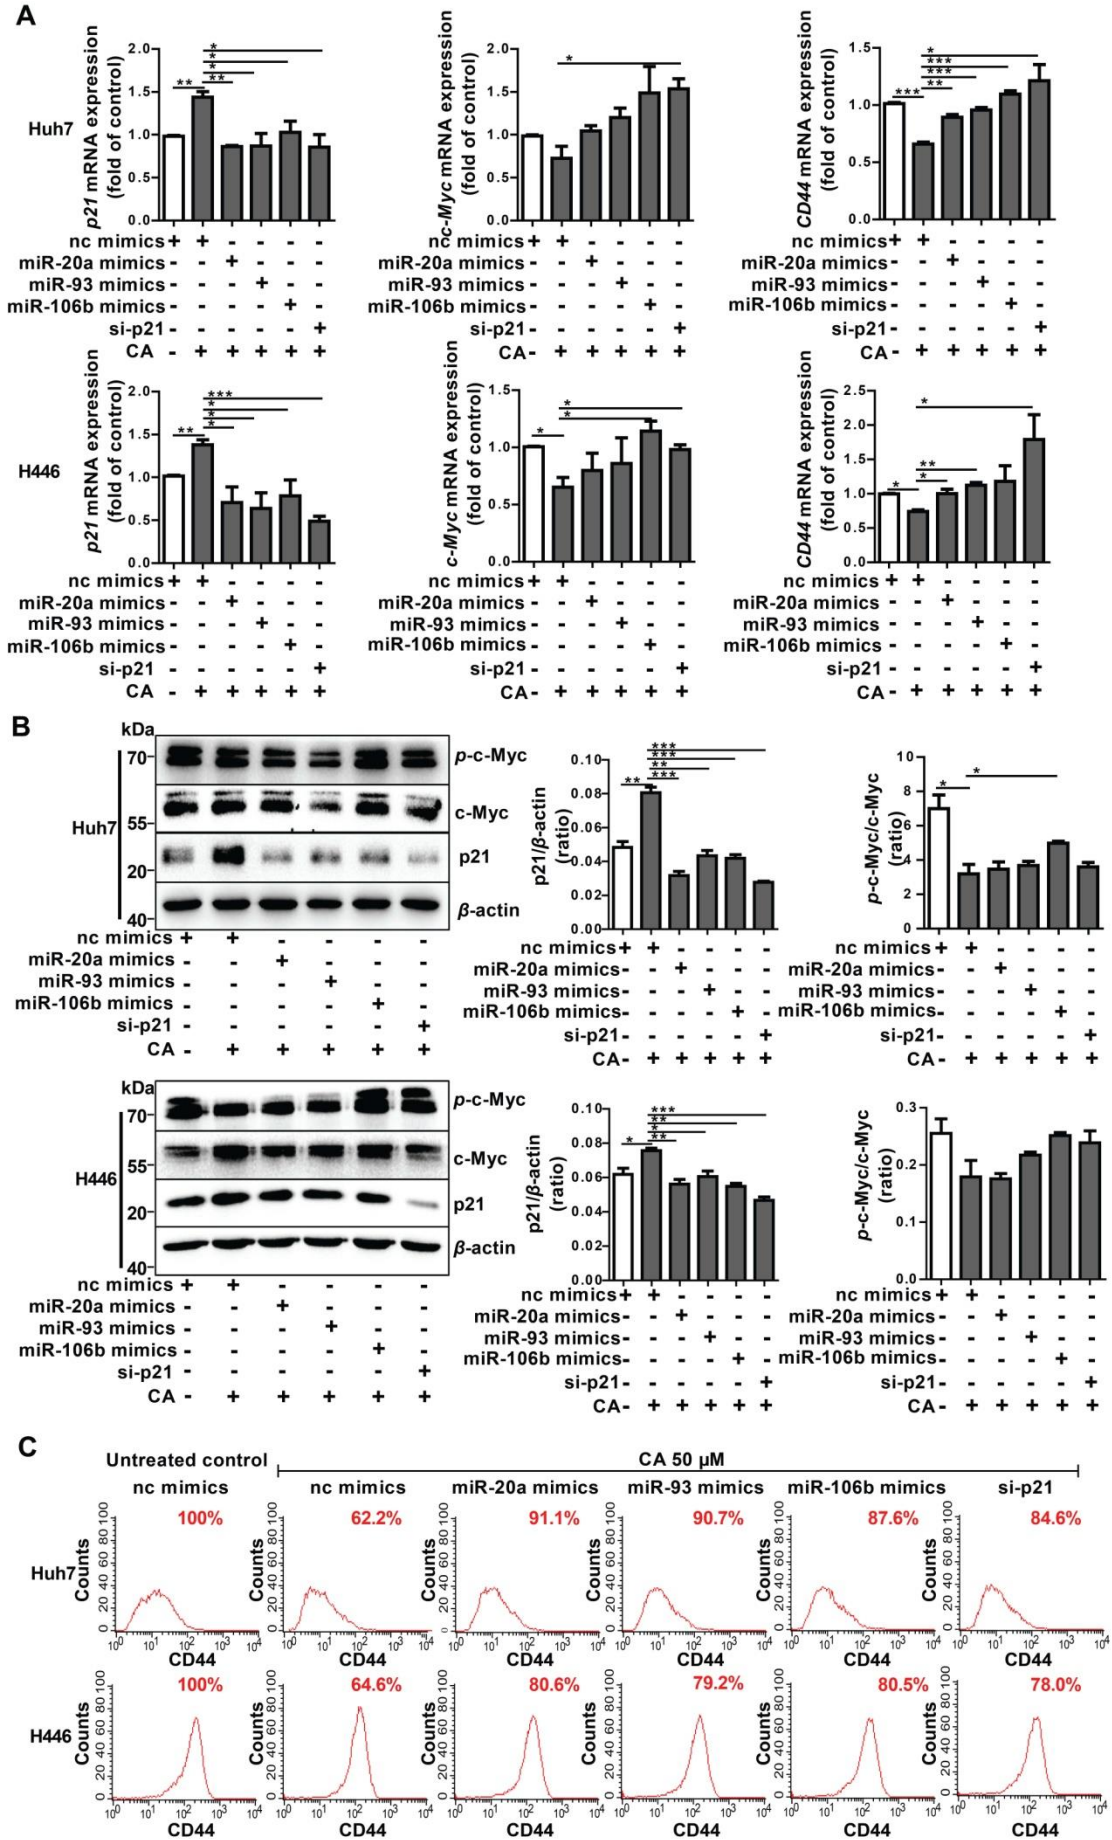

**Supplementary Figure S3. Over-expression of miR-17 family members counteracted CA activity through suppressing p21 expression.**

Huh7 and H446 cells were treated with CA (50  $\mu$ M) followed by transfection with negative control (nc, 50 nM), miR-20a/93/106b mimics (50 nM each), or p21 siRNAs (50 nM).

(A) mRNA expression of the differentiation-related genes p21, c-Myc and CD44 in Huh7 (upper) and H446 (lower) cells was examined by qRT-PCR. Transfection of the CA-treated (50  $\mu$ M) Huh7 or H446 cells with mimics of miR-20a (50 nM), miR-93 (50 nM), miR-106b (50 nM), or p21-siRNAs (si-p21, 50 nM) for 24 h decreased *p21* mRNA levels, but increased *c-Myc* and *CD44* mRNA expression.

(B) Proteins of the differentiation-related genes, p21 and c-Myc, were analyzed in Huh7 (upper) and H446 (lower) cells by Western blotting. The results showed that miR-106b mimics or/and si-p21 partially offset the down-regulatory effect of CA on the level of phosphorylated c-Myc (*p*-c-Myc) protein both in Huh7 and H446 cells. All three mimics and si-p21 significantly abolished the up-regulatory effect of CA on the p21 protein level in Huh7 and H446 cells.

(C) The expression of CD44 in tHuh7 (upper) and H446 (lower) cells was measured by FCM. The mean fluorescence value of the untreated control with negative control mimics (nc mimics) was normalized as 100%. Transfection of miR-20a, -93, -106b mimics and si-p21 abolished the down-regulatory effect of CA on CD44 in Huh7 and H446 cells. Under identical experimental conditions, miR-20a, -93, -106b, or si-p21 elevated the numbers of CD44<sup>+</sup> cells from 62.2% to 91.1%, 90.7%, 87.6% and 84.6% in Huh7 cells and from 64.6% to 80.6%, 79.2%, 80.5% and 78.0% in H446 cells, respectively.

All data are presented as mean  $\pm$  SEM of 3 independent experiments. \*  $p < 0.05$ , \*\*  $p < 0.01$  and

\*\*\*  $p < 0.001$ .

**Supplementary Table S1. Primers for the qRT-PCR assay.**

| Genes        | Sequence 5'-3'                                      |
|--------------|-----------------------------------------------------|
| <i>KHSRP</i> | F; CCACAGCAGGACTACACGAA<br>R; GGGGTCTGTCCGTAGTAAGC  |
| <i>p53</i>   | F; GGTGGCTCTGACTGTACCA<br>R; TGC GGAGATTCTCTTCCTCT  |
| <i>p21</i>   | F; GGCACCTCACCTGCTCTG<br>R; GGC GTTTGGAGTGGTAGAAA   |
| <i>c-Myc</i> | F; AAGGCCCCCAAGGTAGTTAT<br>R; GCACAAGAGTTCCGTAGCTG  |
| <i>CD44</i>  | F; GATCAACAGTGGCAATGGAG<br>R; TGCAGGTTCTTGTCTCATC   |
| <i>EPCAM</i> | F; AAGCACCTGAATTCTCAATGC<br>R; GCATCTCACCCATCTCCTTT |
| <i>GAPDH</i> | F; TCAAGAAGGTGGTGAAGCAG<br>R; AGCCAAATTCGTTGCATACC  |

How the deposited data were processed for this re-analysis (not part of the article)

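RNA of MIHA cells was measured on 3 Agilent arrays, 1 each for untreated cells, cells treated with 50 μM of CA and cells treated with 100 μM of CA, all at 24 h. The paper reports the dose of 50 μM for these cells, and the dose of 100 μM was taken from the sample labels. The authors deposited the scanner output of each array, in which Agilent Feature Extraction 11.5.1.1 gives the intensity of each spot after background subtraction, the median intensity of the spot and of its surroundings, and marks for background, saturation and outliers. The paper's methods describe arrays of Huh7 cells and name no normalization between arrays. The software rated the spread of replicated spots on the control and 100 μM arrays, with median coefficients of variation of 9.16% and 10.15%, as outside its range, and that of 4.85% at 50 μM as inside it, and it asked for an evaluation of each of the 3 arrays.
From the deposited intensities, log2 values were computed and the 75th percentile over the non-control spots was subtracted on each array. Outlier spots were left out, and spots of the same probe were averaged. A probe that was not well above background on 1 of the arrays compared entered at the higher of its own value and the lowest value well above background on that array, so that its difference is a bound. No fold is given where the bound lies below 1 or where both sides are dim. A gene is represented by the probe with the highest mean over the 3 arrays. A difference of at least 2-fold was counted, without a test.
Gene names came from the RefSeq accession of each probe, matched without versions to a table of GRCh38.p14, which named 28174 of the 50599 probes (55.7%) and 20503 genes. The arrays were designed on hg19, so no coordinates are given. Of 106 listed genes, 2 had no matched probe, and for 7 more every probe was left out as an outlier on at least 1 array. These 7 included 5 of the 12 c-Myc target genes. The genes named are those of both panels of Figure 2A, EPCAM and others that the paper names, and up to 5 genes in each direction with the largest difference at 50 μM among genes well above background on every array and at least 2-fold changed the same way at both doses. Some of the genes under this rule are not reported here. This rule, the alternatives and the gene lists were written before the data were examined. The genes of the MIHA panel were read from a picture. A percentile among random lists had been planned for them but was left out for that reason before it was seen. The other lists, of NRF2, p53 and c-Myc target genes, cell cycle genes, oxidative phosphorylation genes and hepatocyte genes, were each set against 10000 random lists matched on mean expression in 10 bins.
The differences at both doses share the control array, so their correlation and overlap were set beside 1000 simulations of unchanged arrays with a shared control, with equal spread of the arrays and, added after the values were seen, with the wider spread of the 50 μM array. The counting and list steps were tested on simulated data of 26781 probes. In these, 200 probes were set to change by 1.5 on the log2 scale. Of these 200, 92.5% were recovered for the comparison at 50 μM and 95.5% for that at 100 μM. Recovery of changes closer to 2-fold was not tested. At the noise of the 50 μM comparison, 332 unchanged probes also passed 2-fold, against 38 at 100 μM. This noise was set from the observed differences, which hold any effect of CA or of the slide. These counts are therefore no rate of false calls for the arrays.
Alternatives were normexp background correction with an offset of 50, quantile normalization, centring on the median or on the spike-in spots, outlier spots kept, stricter and no filters on dim probes, a threshold of 1.5-fold, genes in place of probes, the mean over a gene's probes, and the difference between the treated arrays. The normexp alternative was planned on mean spot intensities, and median spot intensities were used in their place because the files analysed hold those. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, R 4.3.3 and limma 3.58.1 were used.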

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

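The array of 100 μM CA, which the paper does not report, had 166 probes at least 2-fold from the control, 100 higher and 66 lower, among 31842 probes. It is listed because the signal lies in data that the paper did not analyse. The comparison with spot error, the test of other probes and the simulation with a wider spread at 50 μM were chosen after the results were seen. Of the 107 such probes that were well above background on both arrays, 27.1 would be passed by the error of single spots, estimated from probes with 10 spots. These probes are brighter than many of the probes concerned, so the error of the dimmest is not covered, and single spots of these probes passed 2-fold in 0.1%, the same share as probes with 1 spot that were as bright. Below the median brightness lay 88.8% of the 107. With normexp background correction, 3 probes were higher and 2 lower. That correction adds an offset of 50, and the 95 dimmer of the 107 probes had a median control signal of 41.9. It therefore shrinks their differences by construction and cannot decide on a background effect there. Most of the differences rest on dim probes, and a background effect stays open for them. Centring on the spike-in spots gave 11 higher and 454 lower, so the balance of rises and falls depends on the scaling. An effect of CA stays open and was not tested, since there was 1 array per condition.

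Among 26781 probes well above background on every array, 18 were at least 2-fold from the control the same way at both doses, 16 higher and 2 lower. They are listed because they lie outside the genes that the paper discusses. The differences at both doses use the same control array, which alone gives such probes. In 1000 simulations of unchanged arrays with equal spread, the comparison that was planned, the mean was 9.5 and 9 simulations reached 18. In 1000 simulations with the wider spread of the 50 μM array, the mean was 12.6 and 94 reached 18. Every simulation of either kind gave a higher correlation between the doses than the 0.27 of the arrays, so the simulations do not describe the arrays fully and these counts are no chance level for them. Neither the shared control array nor a response to CA at both doses is excluded. At 100 μM, the other probe of a transcript moved the way of its 2-fold probe in 13 of 17 transcripts (76.5%, 95% exact binomial interval 50.1% to 93.2%), against 49.9% of random probes as bright, and no other probe passed 2-fold.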

How the results depend on the processing

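Single genes were followed under the alternatives only for 30 genes, and none of these that was at least 2-fold changed was reversed. The counts below are probes at least 2-fold higher and lower, which were 553 and 131 at 50 μM and 100 and 66 at 100 μM. Quantile normalization, centring on the median and keeping outlier spots left each of these counts within 1.5 times. With normexp the counts were 140 and 19 at 50 μM and 3 and 2 at 100 μM. Its offset shrinks the differences of dim probes by construction. Centring on the spike-in spots gave 976 and 55 at 50 μM and 11 and 454 at 100 μM. It moved all log2 differences by 0.17 at 50 μM and by -0.31 at 100 μM, and the share of higher probes from 80.8% to 94.7% and from 60.2% to 2.4%. With both arrays well above background, 87 were lower at 50 μM and 61 higher at 100 μM. Without a filter, the counts were 1976 and 1057 at 50 μM and 1224 and 1131 at 100 μM, where probes dim on both arrays also enter and no bound is used. A threshold of 1.5-fold gave 2100 and 1280 at 50 μM and 872 and 831 at 100 μM. Counting genes in place of probes, each by its brightest probe, gave 167 and 47 at 50 μM and 29 and 25 at 100 μM. It covers fewer features, but whether that alone accounts for the lower counts was not tested. The difference between the treated arrays, 100 μM minus 50 μM, gave 148 higher and 615 lower.
The number of genes in the direction drawn in the heat map was 10 and stayed between 8 and 10, except that it was 5, of 7 genes, with both arrays well above background. The median of the well differentiated genes at 50 μM was 0.22, became 0.39 with spike-in centring and 0 with the mean over a gene's probes, where the cause was not tested. The median of the poorly differentiated genes was 0, became -0.14 with normexp, 0.25 with both arrays well above background and -0.26 without a filter. For the last 2 the handling of 3 genes that were dim after CA is the cause. The correlation across probes of the differences at both doses was 0.27, 0.22 with normexp and 0.35 without a filter, where the cause was not tested. The requirement of all 3 arrays well above background is part of its definition, and that setting moved nothing.
For these 30 genes, 475 values were computed under alternatives. Of these, 383 moved by less than the spot error, 92 moved further, and 39 changed sign, 20 of them with spike-in centring. The slide could not be entered as a block, because the 50 μM array was alone on its slide. No paired analysis was possible because there was 1 array per condition. The signal over background limits the 50 μM array most, where 61.2% of the spots were well above it.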

Differences from the paper's values

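The paper gives no numbers for the MIHA arrays. Its heat map draws 13 genes with a clear difference at 50 μM, and the brightest probe of 10 of the 12 with a probe ran that way. For 5 of the 10, S100A7 among them, that probe was not well above background on both arrays and no fold is given, and of the 7 genes measured on both arrays 5 ran as drawn. Among single genes, the heat map draws KLHDC4 higher after CA, whereas its value fell by 0.34, and no setting that was run gave a rise. It draws MAPK13 lower, whereas its brightest probe rose by 0.37. The mean over its probes was -0.33, a setting named before the data were examined, and its other probe fell by 1.03. S100A7 is drawn with a strong rise, whereas its value was 0.08 higher, was not well above background after CA, and was -0.25 with normexp.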

Other observations

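The tests of spot error, of background, of the spike-in spots, of brightness and of other probes of the same transcript, and the simulation with a wider spread at 50 μM, were chosen after the results were seen. The test of brightness took the place of quantile normalization, under which 688 probes passed 2-fold at 50 μM, and the test of other probes was first run on pairs of probes and then on transcripts, so that no pair counts more than once.

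The 50 μM array differed more from the control than the 100 μM array did. The ratio of the probes past 2-fold was 4.12, and the difference between the treated arrays passed 2-fold in 763 probes, against 684 for 50 μM and 166 for 100 μM. The tables argue against the error of single spots as the cause of the wider spread, since the log2 differences of 672 probes averaged over 10 spots had an SD of 0.274 at 50 μM, where spot error allows 0.051. They also argue against a trend with brightness, since 458 probes measured on both arrays passed 2-fold after the median of each brightness bin was removed and 463 before, against 107 at 100 μM. A background difference is argued against for the probes brighter than the median. With normexp, 61 of 81 such probes stayed past 2-fold at 50 μM, against 1 of 8 at 100 μM. These counts leave out some of the brighter probes past 2-fold at each dose. For dimmer probes, which made up 81.2% of the 463, a background difference stays open, since 36 of 376 stayed past 2-fold. Normexp also lowers such differences by construction. The error of single spots, taken from the probes with 10 spots, gave 0 of the 463 probes past 2-fold by itself. It stays open as a part of the cause, and for dim probes, since 130 of the 672 probes lay below the median brightness. Of the 672 averaged probes, 1 passed 2-fold, where 5.3 would at the rate of probes with 1 spot that were as bright, and of their single spots 0.46% passed, against 0.15% of the averages and 0.79% of the probes with 1 spot. These 26 single spots belonged to 12 probes, each with an average of at least 0.53 in size on the log2 scale. A difference of the slide or array stays open, as a higher dose on the control's slide gave the smaller difference, and it cannot be told apart from an effect of the dose of 50 μM. The spike-in spots had an SD of 0.134 at 50 μM and 0.117 at 100 μM over 7 probes, too few to decide on hybridization. Effects on single probes stay open too. In 60 transcripts with a probe past 2-fold and another measured probe, the other probe moved the same way in 58.3% (95% exact binomial interval 44.9% to 70.9%), against 46.4% of random probes as bright, with a median of 0.08 on the log2 scale. In 1 of the 60 transcripts another probe also passed 2-fold, where 1.1% of random probes as bright did so the same way. Across 2827 transcripts with at least 2 measured probes, the differences of 2 probes at 50 μM correlated with r = 0.12.

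The differences at 50 and 100 μM correlated with r = 0.27 across 26781 probes, which are not independent replicates. Simulated unchanged arrays with a shared control gave a mean of 0.5 with equal spread and 0.36 with the wider spread of the 50 μM array. The observed value lay below each of the 1000 simulations of either kind, which had not been foreseen, so the simulations do not describe these arrays fully and the correlation decides nothing on a shared response.

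By the rule set for named genes, 9 genes were at least 2-fold higher at both doses and none lower. The 5 with the largest rise at 50 μM were MCMDC2 (1.72 at 50 μM and 1.06 at 100 μM on the log2 scale), LINC00964 (1.45 and 1.34), LINC02523 (1.42 and 1.06), TCF7L1 (1.27 and 1.01) and TPP1 (1.24 and 1.02). Both differences of each gene use the same control spot. With normexp, none of the 5 passed 2-fold at both doses. MCMDC2 was at 0.22 and 0.25, LINC00964 at 0.26 and 0.44, LINC02523 at 0.56 and 0.33, TCF7L1 at 0.85 and 0.72, and TPP1 at 1.17 and 0.96. With spike-in centring, only LINC00964, at 1.03, stayed past 2-fold at 100 μM, and the others were between 0.71 and 0.75. With the mean over a gene's probes, LINC00964 was at 0.72 and 0.67 and TPP1 at 0.47 and 0.51. Another probe of TPP1 was at -0.31 at 50 μM.

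The labels name both MIHA and Huh cells. If the RNA came from Huh7 hepatoma cells, hepatocyte genes would be bright. Of 16 such genes, 0 lay among the brightest 10% of probes on every array, 9 were not well above background on any array, ALB and SERPINA1 among them, and the highest reached, APOA1, lay at the 69.1st percentile. This argues against Huh7 RNA and does not identify the cells. AFP and TTR were well above background on the control array, close to its limit. The hepatocyte list's own median at 50 μM was 0.06, at the 77.9th percentile of random lists, and at the 19.3rd with normexp.

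As hypotheses, CA was asked to raise NRF2 and p53 target genes and to lower c-Myc target, cell cycle and oxidative phosphorylation genes at both doses. None of the lists passed the bound set for it at both doses. At 50 μM and 100 μM, the medians lay at percentiles 72.8 and 76.8 of random lists for NRF2 targets, 51.0 and 51.3 for p53 targets, 78.5 and 75.6 for c-Myc targets, 59.1 and 10.4 for cell cycle genes, and 42.4 and 29.8 for oxidative phosphorylation genes. The c-Myc list was left with 7 of 12 genes, because every probe of the other 5 was an outlier on at least 1 array, and with outlier spots kept its percentiles were 83.7 and 96.2. With normexp, the percentiles were 84.3 and 80.8 for NRF2 targets, 17.3 and 31.7 for p53 targets, 88.8 and 42.6 for c-Myc targets, 94.8 and 18.3 for cell cycle genes, and 60.8 and 62.9 for oxidative phosphorylation genes. With 1 array per dose, a small change is not excluded.

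In MIHA cells, EPCAM was 0.36 higher at 50 μM and 0.13 at 100 μM on the log2 scale, and at -0.18 at 100 μM with spike-in centring. SUMO2 was at -0.09 and -0.31, and SUMO3 at -0.01 and 0.04. At the protein level, the paper reports no effect of CA on p21 in MIHA cells. The mRNA of CDKN1A was at -0.15 at 50 μM and 0.35 at 100 μM, at 0.02 and 0.05 with spike-in centring, and at -0.29 and 0.27 with normexp. At 100 μM, none of the genes of the MIHA panel of Figure 2A that were measured on both arrays passed 2-fold. MAML3 was at 0.09, KRT24 at 0.11 and UBE2E2 at 0.42 there.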
